# Single-Cell RNA-Seq Analysis Uncovers Distinct Functional Human NKT Cell Sub-Populations in Peripheral Blood

**DOI:** 10.3389/fcell.2020.00384

**Published:** 2020-05-26

**Authors:** Li Zhou, Indra Adrianto, Jie Wang, Xiaojun Wu, Indrani Datta, Qing-Sheng Mi

**Keywords:** natural killer T cells, single cell RNA sequencing, peripheral blood mononucleotide cells, gene express profile, cell population analysis, cell survival and proliferation

## Abstract

Vα24-invariant human natural killer T (NKT) cells comprise a unique subset of CD1d-restricted T cells with potent immune regulatory function and are involved in the development of a variety of human diseases. However, the lack of comprehensive molecular subset identities limits their objective classification and clinical application. Using unbiased single-cell RNA sequencing (scRNA-seq) of over 4000 unstimulated and 7000 stimulated human peripheral blood NKT cells, we identified four and five clusters of NKT cells from each NKT group, respectively. Our study uncovers multiple previously unrecognized NKT subsets with potential functional specificities, including a cluster of NKT cells with regulatory T cell property. Flow cytometry and Ingenuity Pathway Analysis confirmed the existence of these NKT populations and indicated the related functional capacities. Our study provides the unbiased and more comprehensive molecular identities of human NKT subsets, which will eventually lead the way to tailored therapies targeting selected NKT subsets.

## Introduction

Natural killer T (NKT) cells constitute a unique but heterogeneous subset of immune cells that arise from CD4^+^CD8^+^ cortical thymocytes, and feature characteristics of both conventional T and natural killer (NK) cells. NKT cells are potent immune regulators and skew immune responses toward either inflammation or tolerance through quickly secreting either T helper (Th) 1-, Th2-, Th17- or regulatory T-associated cytokines upon activation. Although the thymic development and functional differentiation of NKT cells is intensively studied in mice, it remains elusive how many human NKT subtypes exist, how they are functionally related to each other and how they differ from well-defined mouse NKT functional subpopulations. Several previous studies have shown that human NKT cells constitutively express various T cell markers such as TCR signaling complex CD3, and costimulatory receptors such as CD4, CD8, and CD28 (Gumperz et al., 2002; Lee et al., 2002; Montoya et al., 2007; Brennan et al., 2013). Like mouse NKT cells, human NKT cells can be divided into different functional subsets based on cytokine secretion specificities in different experiments and various conditions, such as Th1-like, Th2-like, Th17-like and Treg-like NKT cells (Lee et al., 2002; Moreira-Teixeira et al., 2012; Brennan et al., 2013). However, the classification of human NKT cells is likely to be biased by the limited information on the molecular bases for the differentiation and function of NKT cell subsets. Such biases, in turn, would limit the capability of the objective evaluation, classification and clinical application of human NKT cells.

To overcome some of the limitations and further explore the human NKT functional sub-lineages and related molecular basis, we used single-cell RNA sequencing (scRNA-seq) to assess the diversity of peripheral blood NKT cells at steady and activation states. The results of this study lead to a more objective classification of human NKT cells, uncover previously unrecognized NKT subsets, and pinpoint the potential molecular mechanisms of functional specificities of different NKT subsets. Overall, our analysis provides an unbiased and more comprehensive map of human peripheral blood NKT cells.

## Materials and Methods

### Human Peripheral Blood NKT Cell Enrichment, Sorting and Flow Cytometry

The study was performed in accordance with the Declaration of Helsinki, and the protocol was approved by the institutional review board at Henry Ford Health System. All subjects gave their informed consent for inclusion before they participated in the study. Healthy donors were recruited from Henry Ford Hospital. All healthy donors were non-smokers, had a normal BMI and normal blood pressure and were between 25 and 40 years of age.

Peripheral blood mononuclear cells (PBMCs) from three healthy individuals were isolated from fresh blood within 2 h of collection using Ficoll-Plaque density gradient (Zhou et al., 2012). Single cell suspensions were stained with PE-hCD1d PBS-57 (NIH Tetramer Core Facility), followed by anti-PE microbeads (Miltenyi Biotec), and cells were then separated using autoMACS (Miltenyi Biotec). Separated NKT-enriched PBMCs were stained with anti-hCD3 and hCD1d PBS-57 antibodies and NKT cells (CD3^+^CD1d PBS57^+^) were then sorted on FACS Aria II (BD Bioscience) (Figure 1A).

**FIGURE 1:**
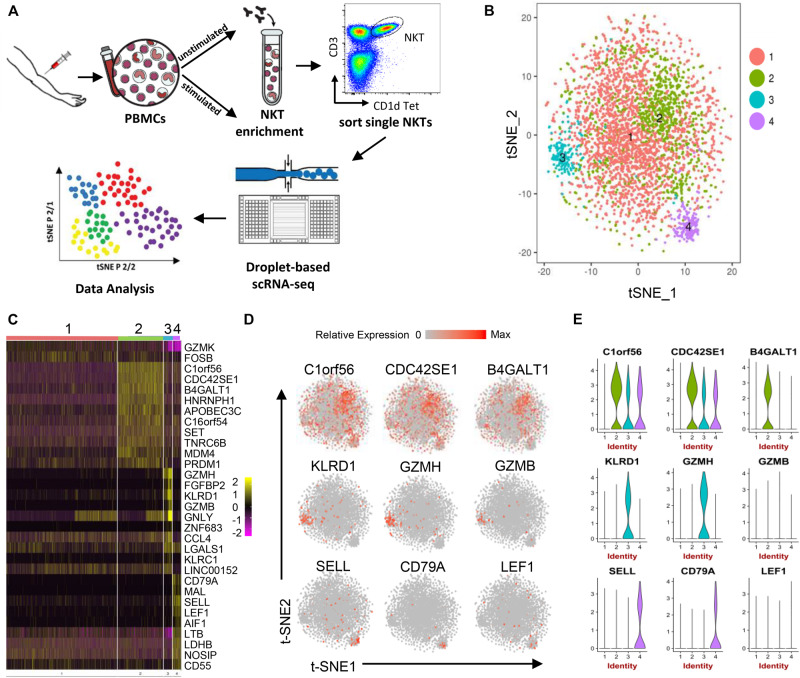
Human peripheral blood NKT cell heterogeneity at steady state delineated by single-cell RNA sequencing. **(A)** Workflow of experimental strategy: (i) isolation of human PBMCs from peripheral blood, followed by PMA/Ionomycin or vehicle treatment; (ii) NKT cell enrichment by autoMACS following CD1d-Tetrama-PE and anti-PE microbeads incubation; (iii) sorting single NKT cells; (iv) single-cell transcriptome profiling. **(B)** T-distributed stochastic neighbor embedding (t-SNE) plots generated by pooling of the three individual scRNA-seq libraries. Data sets were combined and aligned through the use of R package Seurat’s canonical correlation analysis (CCA) function. t-SNE dimensionality reduction analysis identified four major clusters. **(C)** Heatmap of the most differentially expressed genes in each cluster from **(B)**. **(D)** Feature t-SNE plots depicting the cluster-specific expression of top cluster-defining genes. **(E)** Violin plots illustrating the expression distribution of top cluster-defining genes across different clusters.

For stimulated NKT cells, freshly isolated PBMCs were first stimulated with PMA/Ionomycin for 2 h, followed by NKT cell enrichment and sorting. For regular flow cytometry analysis, freshly isolated PBMCs were stained with different panels of antibodies, and flow cytometry were performed on FACSCelesta (BD Biosciences), and data was analyzed using FlowJo10.2.

### Single-Cell RNA Library Generation and RNA Sequencing

Single cell sequencing libraries were generated using the 10× Genomics Chromium Single Cell 3′ Reagent Kit (v2 Chemistry) and Chromium Single Cell Controller as previously described (Zheng et al., 2017). Briefly, about 5,000 cells were loaded into each reaction for gel bead-in-emulsion (GEM) generation and cell barcoding. Reverse transcription of the GEM (GEM-RT) was performed in a Thermocycler (Veriti^TM^ 96-Well Fast Thermal Cycler, Applied Biosynthesis; 53°C 45 min, 85°C 5 min, 4°C hold). cDNA amplification was performed after GEM-RT cleanup with Dynabeads MyOne Silane (Thermo Fisher Scientific) with the same Thermocycler (98°C 3 min; 98°C 15 s, 67°C 20 s, 72°C 1 min, repeat 12 cycles; 72°C 1 min, 4°C hold). Amplified cDNA was cleaned up with SPRIselect Reagent Kit (Beckman Coulter) followed by library construction procedure, including fragmentation, end repaired, adaptor ligation, and library amplification. A Bioanalyzer (Agilent) was used for library quality control. cDNA libraries were sequenced on an Illumina HiSeq 4000 using paired-end flow cells (Read 1, 26 cycles, i7 index 8 cycles; Read 2: 110 cycles) by the DNA Sequencing Core facility, University of Michigan.

### Single-Cell RNA Sequencing Data Analysis

Sequenced reads from scRNA-seq libraries were demultiplexed, aligned to the refdata-cellranger-hg19-1.2.0, barcode processed, and UMI counted using the 10X Genomics Cell Ranger (v2.0.1) pipeline (Zheng et al., 2017). 14,119 cells with 1,850 UMI counts/cell in average were selected via Cell Ranger for further analysis for all six samples.

Quality control metrics employed are as follows. Two strategies were employed to identify potential doublets: (1) cells expressing both XIST and Y chromosome genes; (2) cells expressing uncharacteristically high numbers of genes (>1,250). Low quality cells were excluded based on a low number of genes detected (<300) and/or having high mitochondrial genetic content (>5%). Additionally, uninteresting sources of variation within the data were removed. Genes removed include ribosomal structural proteins, non-coding rRNAs, HBB, and genes not expressed in ≥3 cells (Nakao et al., 2004). Datasets were subsequently analyzed using R package Seurat v2.2.0 (Satija et al., 2015). Principle Component Analysis (PCA) was employed to analyze individual samples, while Canonical Correlation Analysis (CCA) was used to analyze pooled samples (Butler et al., 2018). The number of principal components (PCs) used to cluster cells was determined by the Jackstraw method, and the number of Canonical correlation components (CCs) used was determined by manual inspection of scree plots. After identifying the number of PCs and CCs to be included for downstream analyses, a graph-based clustering approach implemented in Seurat was used to iteratively cluster cells into groups, based on similarities of those components among cells. The t-SNE method was utilized to visualize resulting clusters. The “FindAllMarkers” function in Seurat was used to identify differentially expressed genes between clusters with a fold-change of >2 and a Bonferroni adjustment of *p*-value <0.05 as a statistical significance threshold. To determine if differentially expressed genes belong to identifiable groups, pathway analysis was carried out using the Ingenuity Pathway Analysis (IPA, Qiagen Bioinformatics, Redwood City, CA, United States). Single-cell RNA sequencing data have been deposited in the NCBI Gene Expression Omnibus (GEO^1^) with the accession number GSE128243.

## Results

### Single-Cell RNA-Sequencing of Unstimulated Peripheral Blood NKT Cells Reveals Four NKT Sub-Populations

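Peripheral blood NKT cells, sorted as CD3+ cells that bind CD1d tetramers loaded with PBS-57, were sequenced without PMA/ionomycin in 3 unstimulated libraries on the 10X Genomics 3′ platform. Each captured transcript is counted once through its unique molecular identifier (UMI). The authors made the counts with Cell Ranger 2.0.1 on the hg19 (GRCh37) reference. The deposited files hold whole UMI counts of each gene of the reference for each called cell, without normalization and before the paper's quality control. Replicates 1, 2 and 3 held 1787, 1681 and 2033 cells with 3561533, 2718040 and 2842407 UMIs, and the median cell had 2115, 1724 and 1452 UMIs.
The paper's filters were applied to each cell, with genes and the mitochondrial share counted before any gene was removed. Counts were log-normalized to 10000 UMIs per cell. The libraries were aligned in Seurat 5.3.0 by canonical correlation analysis, with 10 components and 2000 variable genes. Cells were then grouped by Louvain clustering (30 neighbors) at the lowest resolution that gave 4 clusters, which was 0.15. A cluster took the name of a cluster of the paper, with the ending -like, when at least 3 of its 10 genes with the highest fold were in that cluster's list in Supplementary Tables 1 and 2. The largest cluster without a name is called UnstimC1-like. A gene that helps to form a cluster differs between clusters by construction, so each gene tested against the other cells of its condition was left out of the clustering in which it was measured, in 2 sets of genes. For genes with near-identical copies or an overlapping gene (the CCL3, CCL4, XCL and HSPA1 families, and CDC42SE1 with C1orf56), a partner that may share reads stayed in, so for these the leaving out is not complete. UMIs were summed over the class and over the other cells of each library. The sums were compared by edgeR's quasi-likelihood test with the library as a block, TMM normalization and Benjamini-Hochberg adjustment over all genes tested. Cells of 1 library are not replicates and were not tested as such. The test estimates the spread over all genes together from 3 libraries, and that spread was close to counting error, so very small p-values say little about other donors. Levels are given in CPM, UMI counts scaled to the library's UMIs on the genes kept, as mean ± SD over the 3 libraries. Gene positions are those of GENCODE 44 lifted to GRCh37. The paper chose its genes on these same samples, so a test of the list is not independent evidence.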

Three unstimulated NKT cell data sets were subjected to stringent quality control metrics and were subsequently combined using Seurat’s MultiCCA (Supplementary Figure 1A). A total of 5,501 NKT cells were analyzed. Based on 4,144 NKT cells that passed QC, 12,176 genes were identified across single cells, from which four cell clusters were defined using unsupervised analysis that did not rely on known markers of NKT cells, named UnstimC1 to UnstimC4 (Figures 1B–E; Supplementary Figure 2A and Supplementary Table 1). 

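Of the cells of replicates 1, 2 and 3, 1636, 1514 and 1486 passed the filters, 4636 in all, and 12830 genes were kept. Fewer than 300 genes were detected in 72, 124 and 142 cells, and mitochondrial genes held over 5% of the UMIs in 71, 59 and 446 cells. When the filters were computed after the gene removal, 2231 cells passed, the largest move among the alternatives tried. The 4 clusters held 3309, 988, 180 and 159 cells. Of their 10 top genes, the cluster of 988 cells shared 10 with the UnstimC2 list, that of 180 cells 9 with the UnstimC4 list and that of 159 cells 9 with the UnstimC3 list.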

UnstimC1, the largest cluster, represented more than half of total unstimulated NKT cells (64%). 

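UnstimC1-like cells were 71.3 ± 2.26% of the cells (SD, n = 3 libraries). With exact (Clopper-Pearson) 95% intervals, their share was 73.8% of replicate 1 (71.6 to 76.0%), 70.5% of replicate 2 (68.2 to 72.8%) and 69.5% of replicate 3 (67.1 to 71.8%). The intervals cover counting error only. At a resolution fixed at 0.8, the largest cluster without a name held 24.8 ± 6.04%, the largest move among the alternatives tried.

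**Figure D1:**
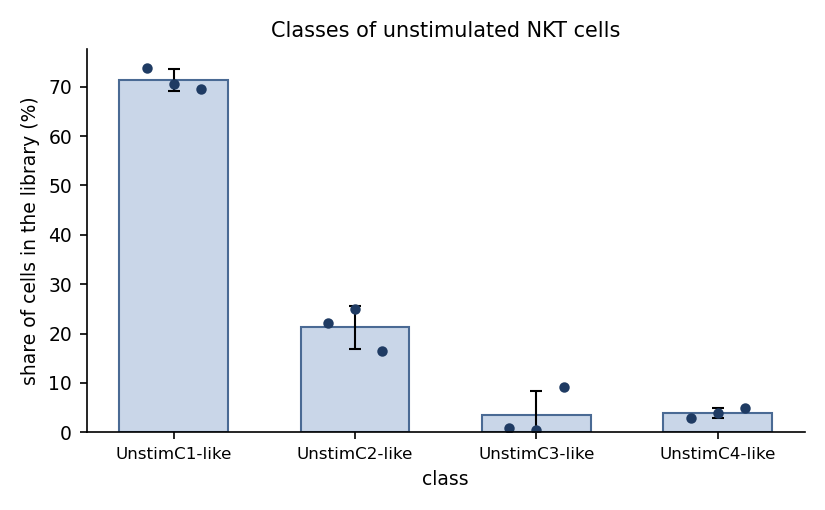
Share of cells in each unstimulated class in percent (bars, mean; error bars, SD; points, the 3 libraries). UnstimC3-like cells range from 0.528 to 9.08% of a library.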

Few specific gene markers were identified except for the marginal upregulation of GZMK and FOSB (Figure 1C).

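GZMK (ENSG00000113088, chromosome 5, 54320084 to 54330398) was at 2812 ± 91.6 CPM in UnstimC1-like cells and 1570.2 ± 216 CPM in the other cells (SD, n = 3), higher in 3 of 3 libraries (log2 fold change 0.84, SE 0.057, adjusted p = 2.79e-15, edgeR). FOSB (ENSG00000125740, chromosome 19, 45971253 to 45978437) was at 169 ± 52.0 CPM in UnstimC1-like cells and 165 ± 81.8 CPM in the other cells, higher in 1 of 3 libraries, and did not pass the threshold (log2 fold change 0.05, SE 0.15, adjusted p = 0.942, edgeR). Without replicate 3 its log2 fold change was -0.24. From the paper's text, figures and gene lists, 23 pairs of a gene and an unstimulated cluster were drawn up. Of these, 19 were higher in their class at an adjusted p under 0.05, and 21 when adjusted over the list alone. DESeq2, the alternative that raised this count the most, gave 21, and no replicate block gave 17. With 1000 variable genes it was 17 of the 20 pairs that could be tested.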

Within UnstimC2 (26% of total), multiple CDC42 related genes (CDC42SE1, CDC42SE2, CDC42) were upregulated, which were reported to control T cell cytoskeleton organization, trans-endothelial migration and polarization (Rougerie and Delon, 2012). In addition, B4GALT1, a member of β-1,4-GalT family, is involved in T cell activation and intercellular contact formation (Sun et al., 2014), while PRDM1 (Blimp1) is associated with tissue resident memory T cell differentiation (Zundler et al., 2019) (Figures 1C–E). 

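UnstimC2-like cells were 21.3 ± 4.32% of the cells (SD, n = 3). They held a median of 979 ± 103 UMIs per cell, against 1927.5 ± 350.3 in UnstimC1-like cells. CDC42SE1 (ENSG00000197622, chromosome 1, 151023447 to 151042801) was at 1416 ± 163 CPM in UnstimC2-like cells and 404 ± 51.8 CPM in the other cells (log2 fold change 1.83, SE 0.074, adjusted p = 5.72e-128, edgeR). C1orf56 (ENSG00000143443, chromosome 1, 151020227 to 151024462), which leads the paper's list for this cluster, had a log2 fold change of 2.04 (adjusted p = 3.39e-24, edgeR). It overlaps CDC42SE1 on the opposite strand over 1016 bp, from 151023447 to 151024462. Reads of the pair would be confused only where their strand was taken wrongly. Whether that happened was not tested, so both values keep some uncertainty. With both genes left out of the clustering, the log2 fold changes were 1.78 and 2.04 (adjusted p = 1.10e-34 and 1.12e-35, edgeR). CDC42SE2 (ENSG00000158985, chromosome 5, 130581186 to 130734140) was at 811 ± 314 CPM against 501 ± 111 CPM (log2 fold change 0.71, SE 0.090, adjusted p = 6.04e-07, edgeR). Without replicate 2 its log2 fold change was 0.53 and its adjusted p 0.0970. CDC42 (ENSG00000070831, chromosome 1, 22379120 to 22427853) showed the smallest difference, 1176 ± 133 CPM against 894 ± 84.2 CPM (log2 fold change 0.44, SE 0.070, adjusted p = 6.85e-08, edgeR). Without the filter on low counts its adjusted p was 0.0572. Each of these genes was higher in UnstimC2-like cells of 3 of 3 libraries.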

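In UnstimC2-like cells B4GALT1 (ENSG00000086062, chromosome 9, 33104080 to 33167354) reached 687 ± 48.9 CPM, against 277 ± 40.0 CPM in the other unstimulated cells (SD, n = 3). The difference is larger than the spread between libraries (log2 fold change 1.35, SE 0.096, adjusted p = 1.91e-13, edgeR). PRDM1 (ENSG00000057657, chromosome 6, 106441338 to 106557814) was at 353 ± 170.3 CPM against 150.4 ± 38.6 CPM (log2 fold change 1.24, SE 0.13, adjusted p = 3.22e-18, edgeR).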

Flow cytometry analysis on PBMCs from healthy individuals showed the existence of B4GALT1^+^ NKT cells (Figure 2C). Furthermore, IPA analysis showed dramatically enriched actin-based motility signaling, integrin signaling and CDC42 signaling (Figure 2A), supporting the enhanced motility and tissue resident properties of UnstimC2 NKT cells.

**FIGURE 2:**
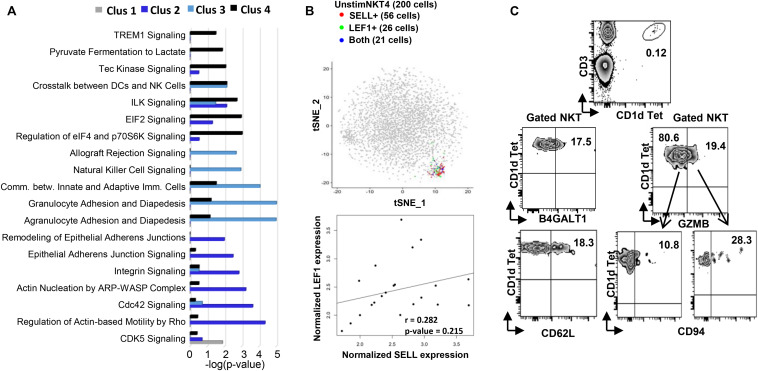
Flow cytometry and Ingenuity Pathway Analysis confirming the existence and functional prediction of the steady state human NKT clusters. **(A)** Ingenuity pathway analysis (IPA) of differentially expressed genes in individual clusters. Pathway enrichment is expressed as the –log (*p*-value) adjusted for multiple comparison **(B)** up plot: t-SNE analysis of SELL and LEF1 co-expression in unstimC4 NKT cells; lower plot: SELL and LEF1 expression correlation analysis in the cells expressing both. **(C)** Flow cytometry analysis to confirm the existence of human PBMC NKT clusters identified by scRNA-seq. Flow plots of NKT cells from PBMCs showing the expression of B4GALT1 and CD62L (SELL), respectively; and the co-expression of GZMB and CD94 (KLRD1).

Effector functions of NKT cells are not limited to cytokine production, as activated NKT cells display cytotoxic activities (Gumperz et al., 2002). 

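UnstimC3-like cells, the cluster with the paper's cytotoxic genes, were 3.53 ± 4.82% of the unstimulated cells (SD, n = 3). Replicates 1, 2 and 3 held 16, 8 and 135 of them, and without replicate 3 the share was 0.753%. Library sums of so few cells rest mostly on replicate 3. GZMB (ENSG00000100453, chromosome 14, 25100160 to 25103473) was at 524 ± 243 CPM in UnstimC3-like cells and 9.93 ± 15.4 CPM in the other cells (log2 fold change 5.45, SE 0.44, adjusted p = 3.75e-32, edgeR). GZMH (ENSG00000100450, chromosome 14, 25075686 to 25078905) and FGFBP2 (ENSG00000137441, chromosome 4, 15961868 to 15970932) had log2 fold changes of 5.18 (adjusted p = 7.78e-47, edgeR) and 5.03 (adjusted p = 4.25e-34). For KLRD1 (ENSG00000134539, chromosome 12, 10378657 to 10482207) the level was 767 ± 449.9 CPM against 39.3 ± 28.8 CPM (log2 fold change 3.82, SE 0.41, adjusted p = 8.18e-18, edgeR), and for GNLY (ENSG00000115523, chromosome 2, 85912298 to 85925975) 4279 ± 4883 CPM against 531 ± 791 CPM (log2 fold change 3.23). KLRC1 (ENSG00000134545, chromosome 12, 10594863 to 10607284) had a log2 fold change of 2.87 (adjusted p = 2.89e-06, edgeR), but without replicate 3 it was 1.71 with an adjusted p of 0.935. Under count splitting it had 2.46 (adjusted p = 0.139, edgeR). NKG7 (ENSG00000105374, chromosome 19, 51874860 to 51875955) was at 6107 ± 1303 CPM against 2792 ± 174 CPM and did not pass the threshold (log2 fold change 0.73, SE 0.29, adjusted p = 0.463, edgeR). DESeq2 gave it 0.94 with an adjusted p of 0.0140.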

UnstimC3 distinctively over expressed multiple cytotoxic-related genes, including GZMH, GZMB, FGFBP2, KLRD1, GNLY, KLRC1, and NKG7 (Figures 1C–E; Supplementary Figure 2A and Supplementary Table 1). GZMB and KLRD1 (CD94) co-expression was confirmed by flow cytometry (Figure 2C). IPA analysis verified the enrichment of natural killer cell signaling, allograft rejection signaling, granulocyte and agranulocyte adhesion and diapedesis pathways (Figure 1E). In addition, upregulated CCL4 and CCL5 may work as chemoattractant for the recruitment of natural killer (NK) cells, monocytes and T cells for a synergistic effector function and local inflammation.

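CCL4 (ENSG00000129277, with no position in the lifted annotation) was at 989 ± 655 CPM in UnstimC3-like cells and 283 ± 87.3 CPM in the other cells (SD, n = 3), higher in 3 of 3 libraries, and did not pass the threshold (log2 fold change 1.25, SE 0.37, adjusted p = 0.139, edgeR). Its near-identical copies CCL4L1 and CCL4L2 can take its reads, so its value is uncertain. Without replicate 2 its adjusted p was 0.0360, and DESeq2 gave a log2 fold change of 1.39 with an adjusted p of 0.0258. It also passed with 1000 variable genes, all variable genes, a resolution of 0.8, no alignment and no replicate block. CCL5 (ENSG00000161570, with no position in the lifted annotation) was abundant in both groups, at 5293 ± 688 CPM in UnstimC3-like cells and 3312 ± 135 CPM in the other cells, higher in 3 of 3 libraries, and did not pass the threshold (log2 fold change 0.30, SE 0.29, adjusted p = 0.972, edgeR). The fit uses TMM scaling, which the CPM do not. Without replicate 3 its log2 fold change was -0.06.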

Even though UnstimC4 constituted only a small proportion of total NKT cells (5%), it represented a subpopulation of NKT cells with the upregulated central memory T cell marker CD62L, LEF1 and immature maker CD79A (Figures 1C–E). 

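UnstimC4-like cells were 3.91 ± 0.925% of the cells (SD, n = 3). LEF1 (ENSG00000138795, chromosome 4, 108968701 to 109090112) was at 259 ± 53.9 CPM in UnstimC4-like cells and 11.2 ± 3.81 CPM in the other cells (log2 fold change 4.39, SE 0.34, adjusted p = 5.58e-12, edgeR) and CD79A (ENSG00000105369, chromosome 19, 42381349 to 42385439) at 539.8 ± 238 CPM against 5.86 ± 3.37 CPM (log2 fold change 6.37, SE 0.28, adjusted p = 4.81e-101, edgeR). Both were higher in UnstimC4-like cells of 3 of 3 libraries.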

Recent reports showed the stem cell-like property of CD62L^+^ central memory T cells and the proliferation and survival advantages of human CD62L^+^ NKT cells (Graef et al., 2014; Tian et al., 2016). LEF1 regulates CD127, c-myc, and Gata3 to promote NKT cell expansion and NKT2 cell effector differentiation (Carr et al., 2015), while CD79A is involved in the immature and immune suppressive phenotype maintained in naive myeloid cells (Luger et al., 2013). T-SNE analysis of SELL and LEF1 co-expression showed that majority of LEF1 expressing cells in unstimC4 co-expressed SELL, which suggest the collaborative role of LEF1 and SELL in unstimC4 NKT regulation (Figure 2B). Flow cytometry analysis on PBMCs from healthy individuals showed the expression of CD62L (SELL) in NKT cells (Figure 2C). 

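LDHB (ENSG00000111716, chromosome 12, 21788276 to 21910791) was at 1804 ± 60.7 CPM in UnstimC4-like cells and 697 ± 45.4 CPM in the other cells (SD, n = 3), higher in 3 of 3 libraries (log2 fold change 1.26, SE 0.10, adjusted p = 1.38e-11, edgeR). NOSIP (ENSG00000142546, chromosome 19, 50058725 to 50093519) was at 959 ± 149 CPM against 443 ± 71.0 CPM (log2 fold change 1.01, SE 0.12, adjusted p = 1.60e-13, edgeR). CD55 (ENSG00000196352, chromosome 1, 207494864 to 207560149), a surface gene in the list of this cluster, had a log2 fold change of 2.34 (adjusted p = 7.09e-08, edgeR).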

Intriguingly, cells from this cluster showed upregulation of multiple cellular metabolism related genes, including the lactate dehydrogenase subunit B (LDHB) (Chen et al., 2016) and nitric oxide synthase interacting protein (NOSIP) (Schleicher et al., 2005; Bogdan, 2015) (Figure 1C), which may represent the metabolic machinery driving the advanced proliferation and homeostasis of these NKT cells (Tian et al., 2016). Consistent with this expectation, UnstimC4 showed enriched EIF2, p70S6K and Integrin-linked kinase (ILK) signaling (Figure 2A), which related to cell stress recovery (Shrestha et al., 2012), survival and growth (Harada et al., 2001). Overall, UnstimC4 NKT cells manifested a relative immature phenotype with unique metabolic features sustaining the advanced capacity of expansion and homeostasis.

### Single-Cell RNA-Sequencing of Stimulated Peripheral Blood NKT Cells Reveals Five NKT Sub-Populations

Three PMA/ionomycin stimulated NKT cell data sets were subjected to stringent quality control metrics and were subsequently combined using MultiCCA (Supplementary Figure 1B). 

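NKT cells stimulated with PMA/ionomycin, a phorbol ester with a calcium ionophore that activates T cells without their receptor, gave 3 stimulated libraries on the same platform. The deposited counts are of the same kind as those of the unstimulated libraries. Replicates 1, 2 and 3 held 3117, 2845 and 2656 cells with 5289659, 6570152 and 5135641 UMIs, and the median cell had 1679, 2357 and 1942.5 UMIs. The replicate numbers repeat between the conditions, but the labels do not say that a number stands for 1 donor. Filters, alignment, naming of clusters and tests were as for the unstimulated cells, at the lowest resolution that gave 5 clusters, which was 0.2.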

A total of 8,618 NKT cells were analyzed. Based on 7,824 NKT cells that passed QC, 12,426 genes were identified across single cells, from which five cell clusters were defined using unsupervised analysis, named StimC1 to StimC5 (Figure 3; Supplementary Figure 2B and Supplementary Table 2).

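Of the cells of replicates 1, 2 and 3, 3029, 2770 and 2584 passed the filters, 8383 in all, and 13324 genes were kept. With the filters computed after the gene removal, 7747 cells passed. Of the 5 clusters, 2 with 3502 and 2492 cells both took the name StimC1-like. Those with 1716, 246 and 427 cells took the names StimC2-like, StimC4-like and StimC5-like. No cluster took the name StimC3-like at this resolution, so these 395 cells come from the resolution of 0.8, planned as an alternative, which gave 9 clusters. At the lower resolution 375 of them were StimC2-like and 20 StimC1-like. StimC1-like cells were 71.6 ± 7.56%, StimC2-like cells 20.5 ± 2.99%, StimC4-like cells 2.92 ± 1.23% and StimC5-like cells 5.05 ± 3.40% of the cells (SD, n = 3). Without replicate 2 the share of StimC5-like cells was 3.20%. With no alignment of the libraries, the alternative that moved these shares the most, StimC1-like cells were 25.2 ± 38.4%. Of 41 pairs of a gene and a stimulated cluster drawn from the paper in the same way, 40 could be tested. In their class 37 were higher at an adjusted p under 0.05 and 38 when adjusted over the list alone, against 20 without the replicate block.

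**Figure D2:**
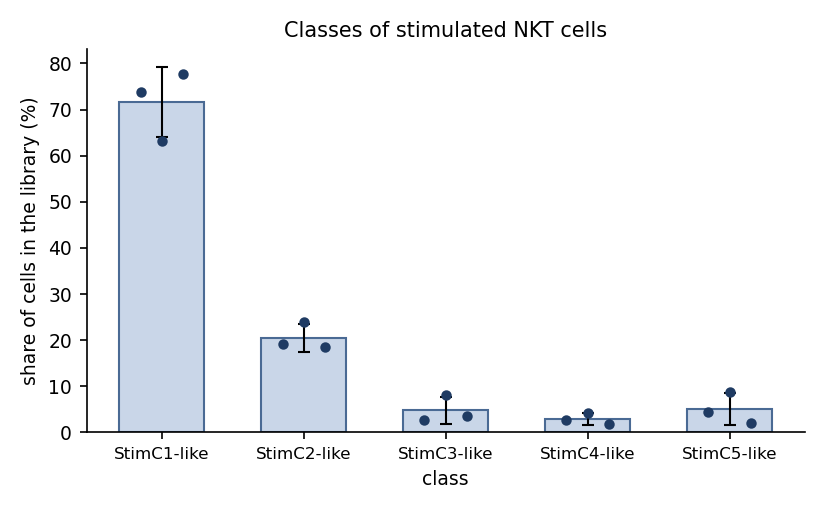
Share of cells in each stimulated class in percent (bars, mean; error bars, SD; points, the 3 libraries). StimC1-like cells range from 63.1 to 77.7% of a library, and StimC3-like cells come from a separate clustering.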

**FIGURE 3:**
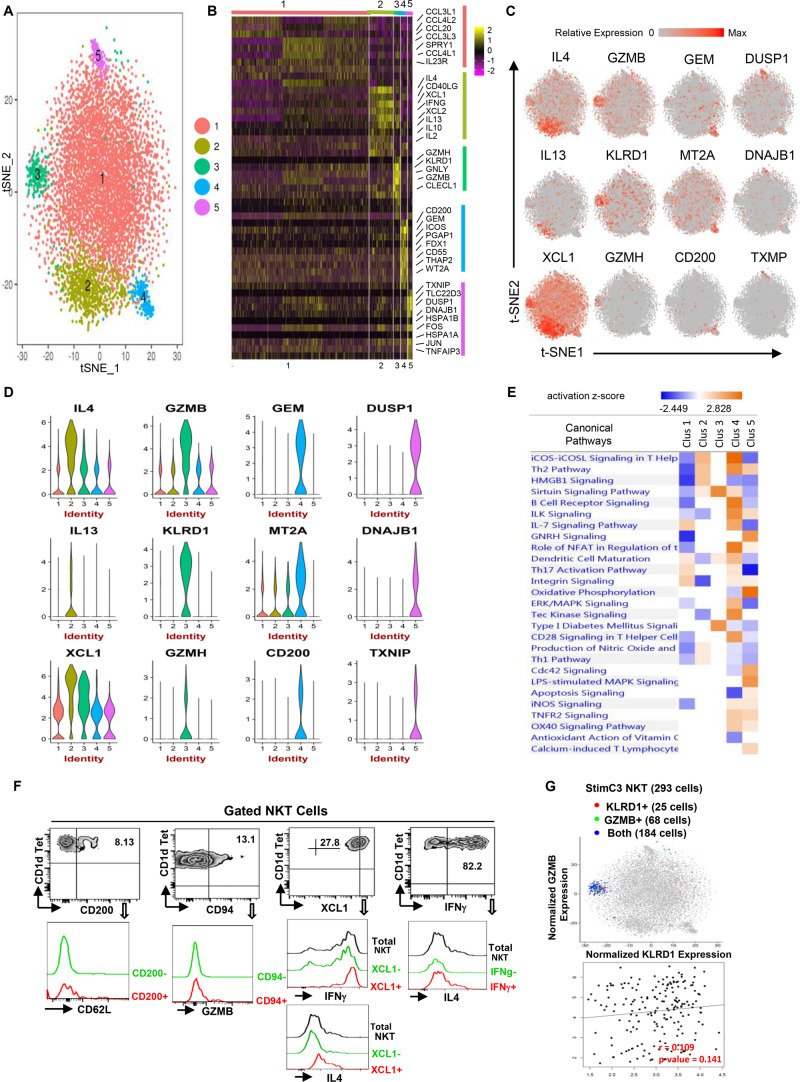
Single-cell RNA sequencing reveals the functional heterogeneity of stimulated human NKT cells. **(A)** Transcriptomic analysis on 7824 stimulated NKT cells was performed using 10X Genomics platform. t-SNE dimensionality reduction analysis identified five major clusters. **(B)** Heatmap of the top 10 most differentially expressed genes in each cluster from **(A,C,D)** Feature t-SNE plots and violin plots depicting cluster-specific single-cell gene expression of individual genes. **(E)** Ingenuity pathway analysis (IPA) of differentially expressed genes in individual clusters. Pathway enrichment in individual clusters is expressed as activation z-score shown in the heatmap. **(F)** Representative flow cytometry plots of NKT cells gated from PMA/ionomycin stimulated PBMCs, depicting the co-expression of CD200/CD62L (SELL), CD94 (KLRD1)/GZMB, XCL1/IFNG or IL4, IFNG/IL4. Data are representative of three independent experiments from different healthy individuals. **(G)** KLRD/GZMB co-expression analysis on StimC3 NKT cells, and KLRD/GZMB expression correlation analysis on NKT cells expressing both genes.

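In StimC1-like cells CCL3 (ENSG00000006075, with no position in the lifted annotation) reached 22596 ± 15905.5 CPM, against 11169.7 ± 8052 CPM in the other stimulated cells (SD, n = 3; log2 fold change 1.04, SE 0.052, adjusted p = 2.53e-17, edgeR). CCL3L1 (ENSG00000205021, chromosome 17, 34623842 to 34625731) was at 15676 ± 13245 CPM against 6214 ± 5099 CPM (log2 fold change 1.36, SE 0.062, adjusted p = 1.10e-16, edgeR). CCL4L2 (ENSG00000197262, chromosome 17, 34639793 to 34641846) had a log2 fold change of 0.76 (adjusted p = 1.65e-12, edgeR) and CCL4 one of 0.56 (adjusted p = 2.89e-11). Each was higher in StimC1-like cells of 3 of 3 libraries. CCL3 shares reads with its near-identical copies CCL3L1 and CCL3L3, and CCL4 with CCL4L1 and CCL4L2, so how the difference divides within each family is uncertain. With the copies left out of the clustering as well, CCL3 and CCL4L2 had log2 fold changes of 0.70 and 0.61 (adjusted p = 3.21e-11 and 2.64e-10, edgeR), and for CCL3L1 and CCL4 no StimC1-like cluster was found then. With no alignment of the libraries CCL3 and CCL4L2 did not pass the threshold (log2 fold changes 0.12 and 0.43, adjusted p = 0.900 and 0.0562, edgeR).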

In StimC1, the major post-stimulation NKT cluster, multiple chemokines including CCL3, CCL3L1, CCL4L2, CCL4, were upregulated, which is consistent with the result that CCL3 and CCL4 are the predominant response beside IFNγ and TNFα in stimulated human NKT cells (Snyder-Cappione et al., 2010). 

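IL23R (ENSG00000162594, chromosome 1, 67604590 to 67725662) was at 202 ± 29.1 CPM in StimC1-like cells and 57.2 ± 5.22 CPM in the other cells and was detected in 21.6 ± 5.07% of the StimC1-like cells (SD, n = 3; log2 fold change 1.84, SE 0.11, adjusted p = 1.04e-15, edgeR), higher in 3 of 3 libraries. With no alignment of the libraries, the alternative that moved it most, its log2 fold change was 1.06 (adjusted p = 0.00459, edgeR). No sorted population in the data should lack this gene, so the share that free RNA in droplets would give is not known.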

Interestingly, IL23R and RORC, the NKT17-signature genes, were upregulated sparsely within StimC1 (Figure 3B, Supplementary Figure 3 and Supplementary Table 2). Strong positive correlation of IL23R/RORC co-expression was identified in StimC1 NKT cells that expressed both genes (Supplementary Figure 3A). This result suggests the presence of NKT17 cells in StimC1. Nevertheless, NKT17 effector cytokines, such as IL-17 and IL-22, were not detected in any of the NKT clusters analyzed. 

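In the unstimulated libraries IL17A (ENSG00000112115, chromosome 6, 52051173 to 52055436), IL17F (ENSG00000112116, chromosome 6, 52101479 to 52110487) and IL22 (ENSG00000127318, chromosome 12, 68642022 to 68647384) had UMIs in 0 of 4636 cells each, which allows a share of up to 0.0647% (3 counts, pooled over libraries). Among the 8383 stimulated cells, IL17A was detected in 83 cells with 332 UMIs, or 1.00 ± 0.861% of the cells (SD, n = 3), and in 0.508% without replicate 2. IL22 was detected in 25 cells with 123 UMIs, or 0.293 ± 0.101%, and IL17F in 1 cell, of replicate 2. IL17A was seen in 0.934% of StimC1-like cells (exact 95% interval 0.706 to 1.21%) and 1.17% of StimC2-like cells (0.713 to 1.79%). When cells were thinned to 1000 UMIs, and those with fewer left out, the share with IL17A was 0.571 ± 0.497%. Free RNA can put a UMI in a droplet whose cell does not express the gene. UMIs dealt at random over the cells of each library, in proportion to the cells' UMIs, lay in at least 307 cells for IL17A and 118 for IL22 (1000 dealings). The real UMIs were more concentrated, with 179 of IL17A and 54 of IL22 in 1 cell each, and 8 and 6 cells with more than 1. In the cells with 1 UMI free RNA is not excluded.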

Our result is in concordance with previous reports showing that human circulating NKT cells are intrinsically endowed with the capacity to generate IL-17, but require special proinflammatory environment to carry out this potential (Moreira-Teixeira et al., 2011; Venken et al., 2019).

StimC2 represented the NKT cells highly expressing multiple cytokines, including IL4, IFNγ, IL13, IL2, and IL10, as well as the C class chemokines XCL1 and XCL2 (Figures 3B–D and Supplementary Figure 2B). 

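IL4 (ENSG00000113520, chromosome 5, 132009678 to 132018370) was at 4929 ± 811 CPM in StimC2-like cells and 551 ± 159 CPM in the other cells (SD, n = 3; log2 fold change 3.31, SE 0.080, adjusted p = 2.59e-156, edgeR). IFNG (ENSG00000111537, chromosome 12, 68548548 to 68553520) was at 67099 ± 6721 CPM against 30293 ± 3219.9 CPM (log2 fold change 1.29, SE 0.051, adjusted p = 3.16e-16, edgeR). It had a UMI in every StimC2-like cell, but also in 99.9 ± 0.0676% of the other cells. IL2 (ENSG00000109471, chromosome 4, 123372625 to 123377880) was at 12894 ± 6277 CPM against 2658 ± 1019 CPM (log2 fold change 2.38, SE 0.070, adjusted p = 2.10e-19, edgeR). IL13 (ENSG00000169194, chromosome 5, 131991955 to 131996802) and IL10 (ENSG00000136634, chromosome 1, 206940947 to 206947886) had log2 fold changes of 2.83 (adjusted p = 1.87e-118, edgeR) and 2.50 (adjusted p = 8.75e-71). The chemokines XCL1 (ENSG00000143184, chromosome 1, 168545843 to 168551307) and XCL2 (ENSG00000143185, chromosome 1, 168510006 to 168513235) had log2 fold changes of 3.03 (adjusted p = 2.83e-22, edgeR) and 2.85 (adjusted p = 3.48e-138). They are near-identical copies, so the split between them is uncertain. With both left out of the clustering XCL2 had 2.69 (adjusted p = 2.30e-38, edgeR), and for XCL1 no StimC2-like cluster was found then. All were higher in StimC2-like cells of 3 of 3 libraries.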

Flow cytometry analysis on PMA/Ionomycin stimulated peripheral blood NKT cells confirmed the co-expression of IFNγ/IL4, XCL1/IFNγ and XCL1/IL4 (Figure 3F).

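StimC3-like cells were 4.75 ± 2.95% of the stimulated cells (SD, n = 3) and 3.06% without replicate 2, which holds 225 of the 395 cells. Their share ranged from 2.67 to 8.12% of a library. UnstimC3-like cells were 9.08% of unstimulated replicate 3 and 0.978 and 0.528% of replicates 1 and 2. Of the genes named for UnstimC3, GZMB was at 5644 ± 5743 CPM in StimC3-like cells and 794 ± 599 CPM in the other cells (log2 fold change 2.42, SE 0.14, adjusted p = 9.00e-63, edgeR). GZMH had a log2 fold change of 2.97 (adjusted p = 2.07e-27, edgeR) and GNLY one of 1.82 (adjusted p = 9.97e-47, edgeR). For KLRD1, KLRC1 and NKG7 it was 1.60, 1.82 and 0.52 (adjusted p = 4.14e-20, 2.88e-10 and 0.00141, edgeR). Without replicate 2 these became 0.75, 0.15 and 0.31 (adjusted p = 0.0803, 0.999 and 0.608, edgeR), and none passed. FGFBP2 had too few counts to be tested. Without replicate 1 it could be tested, with a log2 fold change of 3.66 (adjusted p = 7.47e-10, edgeR). The alternatives of 20 components and 1000 variable genes left KLRC1 short of the threshold (log2 fold changes 0.84 and 0.39).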

StimC3 primarily kept the original transcriptome pattern and the proportion of UnstimC3. In addition to the cytotoxic related signature genes in UnstimC3, StimC3 showed upregulated PRF1 (perforin) and multiple chemokines including XCL1, XCL2, CCL4L1 (Figures 3B–D and Supplementary Table 2), indicating the further elevated cytotoxic and chemo attractive function post stimulation. 

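Against the other stimulated cells, PRF1 (ENSG00000180644, chromosome 10, 72357104 to 72362515) was at 482 ± 15.4 CPM against 439 ± 26.1 CPM and XCL1 at 7497 ± 3702 CPM against 6214 ± 3353 CPM, and neither passed the threshold (log2 fold change 0.04, SE 0.15, adjusted p = 0.988 and log2 fold change 0.18, SE 0.13, adjusted p = 0.840, edgeR). Without replicate 2 both log2 fold changes were negative, -0.08 and -0.04. PRF1 is also in the paper's gene list of StimC1, the largest class among these other cells. XCL2 was higher (log2 fold change 1.04, SE 0.13, adjusted p = 6.55e-12, edgeR), with a log2 fold change of 0.61 (adjusted p = 0.00444, edgeR) when XCL1 was left out of the clustering too, and CCL4L1 (ENSG00000205020, chromosome 17, 34538310 to 34540280) did not pass the threshold (log2 fold change 0.31, SE 0.13, adjusted p = 0.326, edgeR). XCL1 passed under all variable genes and count splitting (log2 fold changes 1.08 and 0.79), and CCL4L1 under 1000 variable genes and all variable genes (0.49 and 0.61).
StimC3-like cells were also compared with UnstimC3-like cells by edgeR, with 3 library sums per condition. These classes, of 395 and 159 cells, come from the clusterings with all genes, where the genes tested could help to form the class, and their levels in StimC3-like cells are not those above. Of 1630 genes tested, 540 were higher and 509 lower at an adjusted p under 0.05. Without unstimulated replicate 3, which holds most UnstimC3-like cells, 451 were higher and 226 lower. PRF1 was at 537 ± 113 CPM in StimC3-like and 467 ± 39.5 CPM in UnstimC3-like cells (log2 fold change 0.87, adjusted p = 0.0117, edgeR), and the libraries of both groups overlapped. The fit uses TMM scaling, which the CPM do not, and the difference in CPM is smaller than the SD between StimC3-like libraries. XCL1, with 1 UMI in UnstimC3-like cells, was at 12419.9 ± 7518 CPM in StimC3-like and 2.47 ± 4.28 CPM in UnstimC3-like cells, a ratio of 2206 (exact 95% counting interval 396 to 87154) when UMIs are pooled over libraries. For XCL2 the pooled ratio was 316 (exact 95% counting interval 167 to 692) and for CCL4L1 392 (exact 95% counting interval 134 to 1903), and neither pair of groups overlapped. XCL1 shares reads with XCL2 and CCL4L1 with the other CCL4 copies, so these ratios are uncertain. From the rise of perforin and chemokine genes, the paper concludes that cytotoxic and chemoattractive functions increased further with stimulation.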

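Of 395 StimC3-like cells, 251 had a KLRD1 UMI, 309 a GZMB UMI and 212 both, 53.7% of the cells. When the GZMB counts were permuted among cells of the same library and UMI decile 1000 times, the central 95% of the permutations gave 203 to 216 cells with both. Over the 212 cells Pearson's r of the log-normalized values, a correlation across cells, which are not independent replicates, was 0.260, just above the permuted range of 0.00414 to 0.241, and within the libraries it was 0.310 ± 0.0911 (SD, n = 3). On raw UMI counts r was 0.174, within its permuted range of -0.0682 to 0.176. Without replicate 2, which holds 170 of the 212 cells, r was 0.399. In all, 7 gene pairs were examined this way.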

Flow cytometry analysis of healthy individual NKT cells and t-SNE specific genes analysis showed the co-expression of KLRD1 and GZMB in StimC3 (Figures 3F,G). These data indicate that this NKT cluster maintain the original steady state cytotoxic features with enhanced chemo attractive and inflammatory regulation properties post stimulation.

In addition to SELL and CD55, StimC4 showed an extra cluster of upregulated genes compared to UnstimC4 (Figures 3B–D). 

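CD55 was at 1282 ± 130.3 CPM in StimC4-like cells and 292 ± 40.7 CPM in the other cells (SD, n = 3; log2 fold change 1.81, SE 0.16, adjusted p = 5.42e-27, edgeR). Among further genes of this cluster, GEM (ENSG00000164949, chromosome 8, 95261481 to 95274578) had a log2 fold change of 3.48 (adjusted p = 6.68e-85, edgeR) and ICOS (ENSG00000163600, chromosome 2, 204801486 to 204826300) one of 2.24 (adjusted p = 1.03e-26), each higher in 3 of 3 libraries.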

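CD200 (ENSG00000091972, chromosome 3, 112051194 to 112081659) was at 422 ± 107 CPM in StimC4-like cells and 21.0 ± 1.10 CPM in the other cells (SD, n = 3; log2 fold change 3.92, SE 0.22, adjusted p = 2.47e-67, edgeR), and MT2A (ENSG00000125148, chromosome 16, 56642496 to 56643409) at 2556 ± 246 CPM against 398 ± 116 CPM (log2 fold change 2.38, SE 0.16, adjusted p = 2.40e-47, edgeR). Both differences exceed the spread between the libraries.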

CD200, the top upregulated gene in the cluster, may deliver an inhibitory signal for macrophage lineage, while MT2A, a free radical scavenger, plays a crucial pathophysiological role in anti-oxidation, anti-apoptosis and anti-inflammation (Ling et al., 2016). Flow cytometry analysis showed the co-expression of CD200 and CD62L (SELL) (Figure 3F). Interestingly, IPA analysis indicated the increased costimulatory signaling pathways including ICOS-ICOSL and CD28 signaling pathways (Figure 3E). It has been shown that ICOS is required for CD4^+^ NKT cell survival and homeostasis in the periphery in a AHR mouse model (Akbari et al., 2008), which suggests the potential involvement of ICOS-ICOSL co-stimulation signaling in the enhanced expansion and homeostasis in StimC4. Furthermore, the activated ILK and Tec kinase, but inhibited apoptosis and oxidative phosphorylation signaling pathways (Figure 3E), supported the overall enhanced cell growth, proliferation and survival capacities of StimC4 NKT cells (Liu et al., 2005; Chang et al., 2013).

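In StimC5-like cells FOS (ENSG00000170345, chromosome 14, 75745529 to 75748933) was at 3668 ± 1189.6 CPM against 602 ± 452 CPM in the other stimulated cells (SD, n = 3; log2 fold change 2.33, SE 0.19, adjusted p = 2.52e-33, edgeR), and DUSP1 (ENSG00000120129, chromosome 5, 172195099 to 172198198) had a log2 fold change of 2.56 (adjusted p = 1.39e-43). JUN (ENSG00000177606, chromosome 1, 59242517 to 59249720) had one of 1.65 (adjusted p = 1.30e-19, edgeR) and DNAJB1 (ENSG00000132002, chromosome 19, 14625581 to 14671203) one of 3.44 (adjusted p = 5.70e-82). FOSB and EGR1 (ENSG00000120738, chromosome 5, 137801168 to 137804992) had log2 fold changes of 0.99 and 0.93 (adjusted p = 6.20e-06 and 1.84e-06, edgeR). Without replicate 1 the log2 fold change of JUN was 1.03, that of FOSB 0.74 (adjusted p = 0.0678) and that of EGR1 0.43 (adjusted p = 0.321, edgeR). FOSB and EGR1 did not pass then, though both were higher in 3 of 3 libraries. Without replicate 2 EGR1 had 1.56. Of the heat shock genes, HSPA1A (ENSG00000204389, chromosome 6, 31783320 to 31785723) and HSPA1B (ENSG00000204388, chromosome 6, 31795515 to 31798031) had the largest log2 fold changes, 5.29 and 5.13 (adjusted p = 2.59e-104 and 3.37e-88, edgeR), but as near-identical copies they share reads and the split between them is uncertain. HSP90AA1 (ENSG00000080824, chromosome 14, 102547079 to 102606036) had one of 0.64 (adjusted p = 0.00266, edgeR), and 0.38 without replicate 1 (adjusted p = 0.472). With no alignment of the libraries FOSB and HSP90AA1 did not pass the threshold.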

StimC5, a unique post-stimulation NKT cluster, showed the upregulation of multiple immediate early genes (IEGs) (Figures 3B–D). including FOS, JUN, FOSB, DNAJB1, DUSP1, EGR1, and HSPs. IEGs are involved in multiple gene regulation program and T cell short term biochemical memory formation (Clark et al., 2011). 

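TXNIP (ENSG00000117289, with no position in the lifted annotation) was at 207 ± 49.2 CPM in StimC5-like cells and 9.99 ± 2.78 CPM in the other cells (SD, n = 3; log2 fold change 3.93, SE 0.27, adjusted p = 8.10e-44, edgeR). TSC22D3 (ENSG00000157514, chromosome X, 106956451 to 107020572) was at 1384 ± 436 CPM against 135 ± 76.6 CPM (log2 fold change 2.91, SE 0.18, adjusted p = 2.42e-58, edgeR). Both were higher in StimC5-like cells of 3 of 3 libraries.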

Other than IEGs, the top two in the upregulated gene list, Thioredoxin-interacting protein (TXNIP) and Glucocorticoid-induced leucine zipper (TLC22D3), repress cellular glucose uptake and regulate T-cell receptor activation, respectively (Muri et al., 2018). IPA analysis showed upregulated apoptosis, oxidative phosphorylation and iNOS signalings, whereas down regulated CD28 and iCOS-iCOSL costimulatory signaling pathways in StimC5 NKT cells. iNOS signaling controls the susceptibility of activated human T cells to death by neglect to determine the level of persisting T cell memory (Vig et al., 2004). Absence of efficient costimulatory signals results in T cell anergy, while exhausted T cells show changed metabolism pattern and favor oxidative metabolism (Wherry et al., 2007; MacIver et al., 2013). Therefore, StimC5 may represent an NKT population at the early or transitional stage of exhaustion or anergy post stimulation.

### Sub-Cluster Analysis on Cytokine Producing NKT Cells

Based on the gene expression patterns, StimC2 can be further separated into two sub-clusters, in which sub-cluster1 (StimC2-A) was represented by NKT cells highly expressing XCL1, XCL2, IFNγ, IL4, and IL13, whereas sub-cluster2 (StimC2-B) exhibits high expression of IL2, IL10, TNFRSF4 (OX40) and ICOS (Figures 4A,B and Supplementary Table 3). 

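When the 1716 StimC2-like cells were clustered again at the lowest resolution that gave 2 clusters, 197 cells with GZMB, KLRD1 and GNLY among their top genes split off, and no cluster took the name StimC2-B-like. The 1404 cells that were StimC2-like at the resolution of 0.8 were therefore clustered instead, a choice made after the data were seen. They split into 774 StimC2-A-like and 630 StimC2-B-like cells. As before, each gene was left out of the clustering in which it was tested, and log2 fold changes are of A over B. IFNG was at 91992 ± 15341 CPM against 51512 ± 6798 CPM in StimC2-B-like cells (SD, n = 3; log2 fold change 1.03, adjusted p = 2.46e-10, edgeR). IL13 had a log2 fold change of 1.55 (adjusted p = 1.29e-14, edgeR). For XCL1, XCL2 and IL4 it was 0.69, 0.59 and 0.65 (adjusted p = 1.41e-05, 0.00226 and 0.0134, edgeR). Without replicate 3 it was 0.73, 0.54 and 0.72, with adjusted p of 0.0725, 0.0807 and 0.0870. Without replicate 1 XCL1 had 0.43 and IL4 0.40. On the other side, IL2 was at 12055 ± 5187 CPM against 21979 ± 8761 CPM in StimC2-B-like cells (log2 fold change -0.69, adjusted p = 0.000134, edgeR), and -0.38 (adjusted p = 0.267, edgeR) without replicate 3. IL10 had a log2 fold change of -1.24 (adjusted p = 0.000936, edgeR). ICOS was at 80.0 ± 21.7 CPM against 132 ± 30.5 CPM and did not pass the threshold (log2 fold change -0.51, adjusted p = 0.435, edgeR). Without replicate 1 it had -0.17, and without replicate 2 -0.89 (adjusted p = 0.0532, edgeR). Of the 12 genes named for the sub-clusters, 10 differed in the stated direction, and 12 when adjusted over the list alone. DESeq2 gave 7, and without replicate 3 the count was 4.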

To analyze these potential NKT functional lineages, we evaluated the co-expression and expression correlation of different cytokine and related gene pairs. Even though IL2/IL10, IL2/TNFRSF4 (OX40), IL2/IFNγ and IL2/IL4 are all co-expressed in large numbers of NKT cells within StimC2, IL2/IL10, IL2/TNFRSF4 expression were positively correlated, whereas IL2/IFNγ and IL2/IL4 were instead negatively correlated (Figure 4D). 

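Of 1716 StimC2-like cells, 1334 had an IL2 UMI. Both IL2 and IL10 were detected in 195 cells, IL2 and TNFRSF4 (ENSG00000186827, chromosome 1, 1146706 to 1149533) in 335, IL2 and IFNG in 1334 and IL2 and IL4 in 953. Across the cells with both genes, r of IL2 and IL10 was 0.258, with permuted values from -0.0836 to 0.185 within library and UMI decile. In replicates 1, 2 and 3 it was 0.0824, 0.358 and -0.143, and without replicate 2 it was 0.0994, within the permuted range. The r of IL2 and TNFRSF4 was 0.327, with permuted values from -0.0475 to 0.162, and every library was positive. Thinning to 1000 UMIs, which moved it most, gave 0.166. For IL2 and IFNG, r was 0.0534, with permuted values from -0.00340 to 0.0927, and for IL2 and IL4 0.0335, with permuted values from -0.0377 to 0.0885. On these log-normalized values both lie within the permuted range. On raw UMI counts they were 0.0897 and -0.00471, below the permuted values, which went from 0.0927 to 0.207 and from -0.000748 to 0.135. Without replicate 2 r of IL2 and IFNG was -0.0149.

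**Figure D3:**
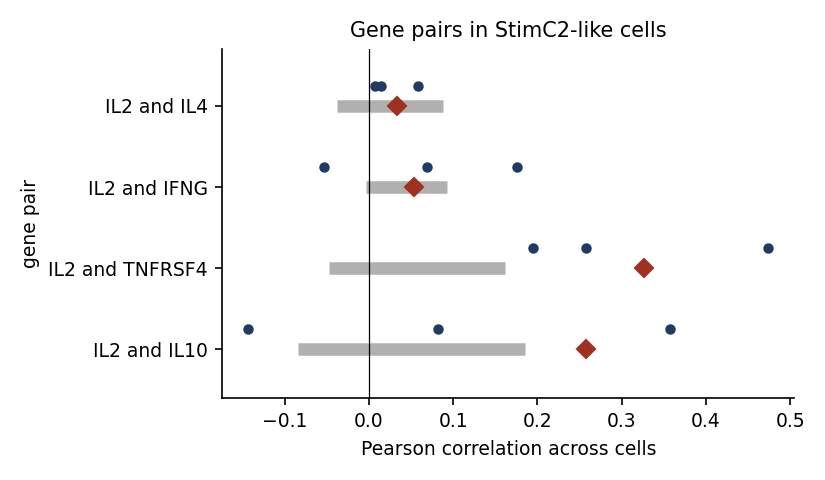
Pearson's r of IL2 with each partner gene across StimC2-like cells with both genes (diamonds, pooled; points, the 3 libraries; grey bars, central 95% of permuted values). The pooled r of IL2 with IL10 and with TNFRSF4 lies above the grey bar, and r with IFNG and IL4 lies inside it.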

Consistent with this expression correlation pattern, flow cytometry analysis on stimulated NKT cells showed favorable co-expression in OX40/IL2, but not in OX40/IFNγ, IL2/XCL1 and IL2/IFNγ (Figure 3E), which further confirmed the positive correlation of OX40/IL2, but negative correlation of IL2/IFNγ at the protein level. These data indicated the presence of two sub-clusters (StimC2-A and StimC2-B) inside the post stimulation cytokine producing NKT cells. The StimC2-B (IL2^+^IL10^+^OX40^+^ICOS^+^IL4^–^IFNγ^–^XCL^–^) may represent the NKTreg subset with the transcriptome featuring the IL10 producing regulatory NKT cells identified in mouse (Sag et al., 2014). 

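TNFRSF4 was at 275 ± 263 CPM against 462 ± 337 CPM in StimC2-B-like cells (SD, n = 3; log2 fold change of A over B -0.62, adjusted p = 0.00270, edgeR). Without replicate 1, 2 or 3 it had -1.01, -0.36 and -0.68, and without replicate 2 or 3 it did not pass the threshold (adjusted p = 0.129 and 0.149, edgeR). ITGB1 (ENSG00000150093, chromosome 10, 33176201 to 33294720) had a log2 fold change of -1.14 (adjusted p = 0.00181, edgeR) and S100A4 (ENSG00000196154, chromosome 1, 153516089 to 153522612) one of -0.31 (adjusted p = 0.0351, edgeR). Without replicate 1 or 3 S100A4 did not pass (log2 fold changes -0.28 and -0.23, adjusted p = 0.167 and 0.492, edgeR). IL2RA (ENSG00000134460, chromosome 10, 6052652 to 6104333) was at 84.6 ± 46.7 CPM against 135 ± 33.2 CPM in StimC2-B-like cells and did not pass (log2 fold change -0.45, adjusted p = 0.371, edgeR), with -0.19 without replicate 3. When the tested genes were kept in the clustering, IL2RA and ICOS passed (log2 fold changes -0.88 and -0.76), while the adjusted p of S100A4 was 0.0572. DESeq2 left IL2, TNFRSF4 and S100A4 short of the threshold. From these genes, the paper proposes that the sub-cluster is a regulatory NKT subset.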

Meanwhile, multiple upregulated genes in StimC2-B cluster are among the gene list specifically expressed in human PBMC Treg and/or mouse spleen Tregs, such as TNFRSF4 (OX40), ICOS, S100A4, ITGB1, IL2RA (Zemmour et al., 2018). Furthermore, StimC2-B showed highly activated integrin signaling, actin cytoskeleton signaling, and Rho family signaling (Figure 4C). Rho signaling is critical for Treg induction and suppression function (Kalim et al., 2016), while actin remodeling is required for not only sustained TCR signaling (Miletic et al., 2003), but also immune synapse stability and mobility, which is critical for Treg induction (Diana et al., 2011). Therefore, these results support the idea that StimC2-B may represent a special group of human NKT cells with regulatory function.

**FIGURE 4:**
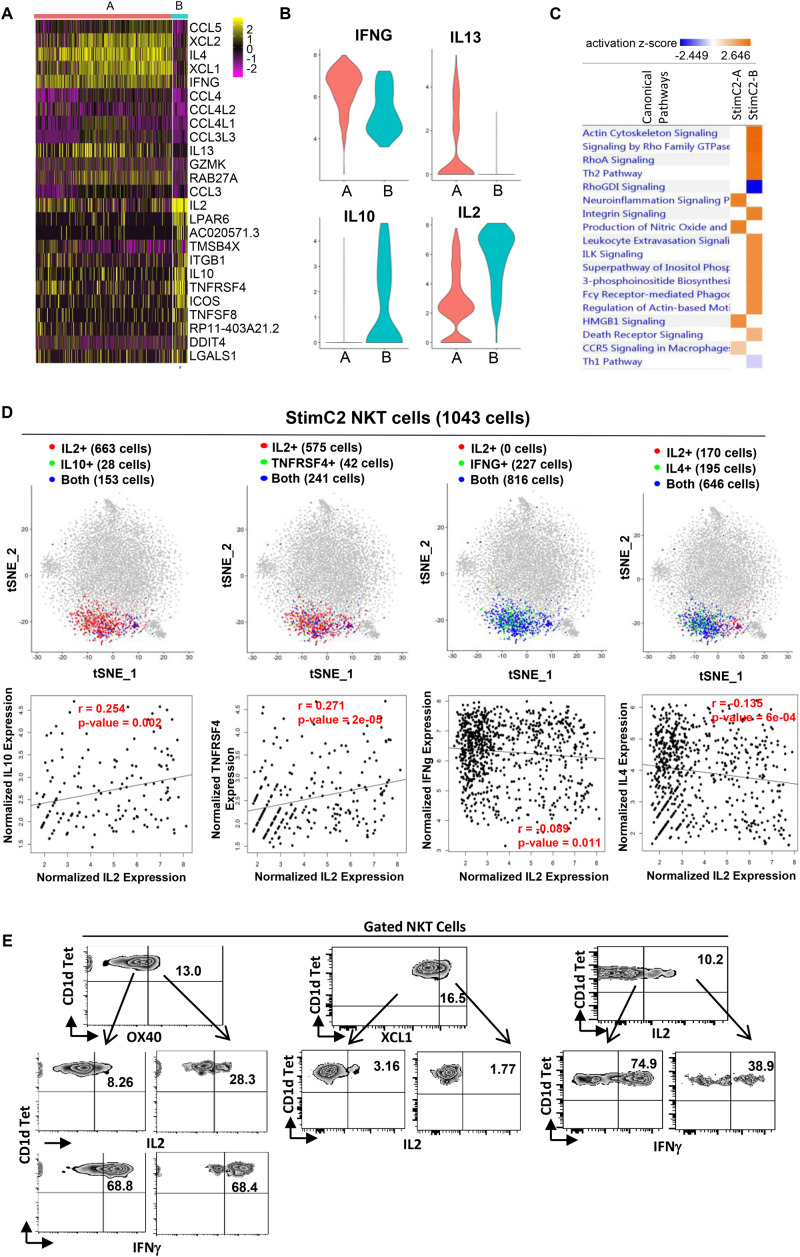
Sub-cluster of stimulated cytokines expressing NKT cells showed regulatory T cell phenotype. **(A)** Heatmap of the discriminative gene sets defining the two sub-clusters within the stimulated cluster two NKT cells. **(B)** Violin plots showing the expression distribution of candidate genes across two sub-clusters of NKT cells (orange for StimC2-A; blue for StimC2-B). **(C)** Ingenuine pathway analysis (IPA) of differentially expressed genes in the two sub-cluster NKT cells. Pathway enrichment in individual clusters is expressed as activation *z*-score shown in the heatmap. **(D)** The IL2/IL10, IL2/TNFRSF4, IL2/IFNγ and IL2/IL4 gene pair co-expression analysis (upper panel), and the gene expression correlation analysis (lower panel) in cells expressing both genes in StimC2 NKT cells. **(E)** Representative flow cytometry plots of NKT cells gated from PMA/ionomycin stimulated PBMCs, depicting the co-expression of OX40 (TNFRSF4)/IL2; OX40 (TNFRSF4)/IFNγ; XCL1/IL2; IL2/IFNγ.

### Integrative Analyses of Unstimulated Versus Stimulated Human NKT Cells

In order to clarify the relationship of different clusters of unstimulated and stimulated NKT cells, an integrated data analysis on merged unstimulated and stimulated NKT cell data was performed. 

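The 6 libraries were aligned together with the same settings. No resolution tried gave 7 clusters. The values are for 6, and 8, which is as near, was added after they were seen. The merged cluster with the most StimC3-like cells held 357 of these 395 cells (87.4 ± 8.16% per library, SD, n = 3) and 131 of the 159 UnstimC3-like cells (85.7 ± 12.9%). It has 2886 cells, and 1626 of these are StimC2-like at the lower resolution, where most StimC3-like cells belong to the same cluster. A merged cluster of 393 cells held 236 of the 246 StimC4-like cells (95.8 ± 0.805%) and 147 of the 180 UnstimC4-like cells (82.0 ± 2.44%). With 8 clusters, a cluster of 715 cells held 83.0 ± 5.87% of the StimC3-like and 73.8 ± 15.99% of the UnstimC3-like cells, and a cluster of 399 cells held 96.5 ± 0.844% of the StimC4-like and 82.4 ± 1.65% of the UnstimC4-like cells. With 20 components there were 7 clusters. There a cluster of 891 cells held 82.8 ± 4.87% of the StimC3-like and 94.5 ± 5.22% of the UnstimC3-like cells, and a cluster of 583 cells held 99.3 ± 1.20% of the StimC4-like and 87.6 ± 6.26% of the UnstimC4-like cells. With no alignment of the libraries the conditions separated, and the clusters with the most StimC3-like and StimC4-like cells held 0 of the UnstimC3-like and 0 of the UnstimC4-like cells.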

A total of seven NKT clusters were identified from merged data, in which cluster five was composed of UnstimC3 and StimC3; while Cluster 6 were composed of UnstimC4 and StimC4 (Supplementary Figure 4). This result indicates that the overall gene expression pattern of UnstimC3 (cytotoxic) and UnstimC4 (immature) clusters of NKT cells remain relative stable post stimulation (StimC3 and StimC4), respectively. It is not surprising that StimC1 and StimC2 deviated from the unstimulated major clusters due to the respective dramatically upregulated chemokine or cytokine expressions. 

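Summed over all cells passing the filters, the 3 stimulated and 3 unstimulated libraries were compared by edgeR without a block. Of 9229 genes tested, 3012 were higher and 2909 lower in the stimulated libraries at an adjusted p under 0.05. Without the filter on low counts, the alternative that raised these counts the most, 3455 were higher and 3062 lower. The named rises are the largest log2 fold changes among genes past the threshold with a mean of at least 50 CPM in a condition and no overlap between the conditions. IL2 was at 5015 ± 2201 CPM in the stimulated libraries (SD, n = 3) and had no UMI in the unstimulated ones, at least 8355-fold higher against 3 counts over the unstimulated group. IFNG was at 38741.5 ± 4023 CPM in the stimulated and 3.54 ± 0.568 CPM in the unstimulated libraries (log2 fold change 14.44, SE 0.38, adjusted p = 3.48e-10, edgeR). These fits use TMM scaling, which the CPM do not, so a fitted fold can differ from that of the CPM. CCL3L1, with 7 UMIs in the unstimulated libraries, had a stimulated to unstimulated ratio of 8731 (exact 95% counting interval 4237 to 21716) when UMIs are pooled over libraries. The interval covers counting error only. Stimulated replicates 1, 2 and 3 held 21923, 813 and 16438 CPM, and with 1 library left out the fitted log2 fold change, 14.17, went from 13.64 without stimulated replicate 1 to 14.83 without unstimulated replicate 2. The paper states that the rise of chemokine or cytokine genes set StimC1 and StimC2 apart from the unstimulated major clusters.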

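The 16 genes of the UnstimC2 list summed to 31.8 ± 2.52 UMIs per 10000 in StimC1-like cells and 27.7 ± 1.93 in StimC2-like cells (SD, n = 3 libraries). The paired difference was 4.02 ± 0.649, with StimC1-like cells higher in 3 of 3 libraries (exact two-sided sign-flip permutation test, p = 0.25, the smallest that 3 libraries allow), so this test cannot reach 0.05. In the unstimulated libraries the same genes summed to 78.1 ± 6.86 UMIs per 10000 in UnstimC2-like cells and 29.6 ± 2.34 in the others. Thinning stimulated cells to 1000 UMIs, the alternative that moved the difference the most among those on this scale, gave 3.43.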

Interestingly, UnstimC2-specific gene cluster remain expressed in stimulated NKT cells without an obvious trend of preferential to either StimC1 or StimC2 (data not shown), indicating that NKT cells with tissue resident potential have no clear biased trend of either chemokine or cytokine production.

### Comparison of the scRNA-Seq Based Classification With Traditional Classifications of Human NKT Cells

In the current study, we explored and assessed the peripheral blood human NKT cell diversity in an unbiased and more comprehensive way based on the scRNA-seq data. Human NKT cells have traditionally be classified based on cell surface costimulatory receptors such as CD4 and CD8, which is linked to NKT cell functions (Gumperz et al., 2002; Lee et al., 2002). To make a comparison or connections between the scRNA-seq-based and traditional NKT classifications, we first evaluated the CD4 and/or CD8 transcriptome levels in different clusters from both steady state and stimulated NKT cells. Nevertheless, none CD4 nor CD8 were identified to be detectable in any cluster of NKT cells, which could result from the low and limited capture efficiency and high dropout, a common short come of the current scRNA-seq platform (Haque et al., 2017). 

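CD4 (ENSG00000010610, chromosome 12, 6896024 to 6929965) had a UMI in 49 of 4636 unstimulated cells, 1.04 ± 0.540% (SD, n = 3), and in 45 of 8383 stimulated cells, 0.539 ± 0.0427%. CD8A (ENSG00000153563, chromosome 2, 87011733 to 87035519) was detected in 131 unstimulated cells, 2.83 ± 1.60%, and 441 stimulated cells, 5.38 ± 4.81%, a share of 2.80% without replicate 2. CD8B (ENSG00000172116, chromosome 2, 87042462 to 87089047) was detected in 18 unstimulated cells, 0.380 ± 0.256% (0.234% without replicate 1), and 9 stimulated cells, 0.108 ± 0.0630%. By class, with exact 95% intervals, CD8A was detected in 11.3% (6.85 to 17.3%) of UnstimC3-like and 1.32% (0.702 to 2.24%) of UnstimC2-like cells, which have a median of 1568 and 978.5 UMIs per cell. In replicates 1, 2 and 3 the shares were 18.8, 0 and 11.1% of UnstimC3-like cells, with 8 cells in replicate 2, and 1.93, 0.528 and 1.63% of UnstimC2-like cells. CD4 was detected in 4.44% (1.94 to 8.57%) of UnstimC4-like and 1.12% (0.788 to 1.54%) of UnstimC1-like cells, with medians of 2069 and 1921 UMIs, and the share was higher in UnstimC4-like cells of 3 of 3 libraries. No sorted cell type here lacks these genes, so shares at the level of free RNA cannot be separated from low expression. At 1000 UMIs per cell the stimulated share with CD4 was 0.234% and the unstimulated share with CD8B 0.0998%, the largest relative moves.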

To circumvent the situation, we performed the flow cytometry analysis of CD4 and related cluster-specific signature gene expressions on the PBMCs from healthy individuals. As shown in Supplementary Figure 5A, 45% of NKT cells in steady state expressed CD4, which is within the range (15–80%) of CD4^+^ in human peripheral NKT cells (Krijgsman et al., 2018). Within the CD62L (SELL)^+^ NKT cells, the representative of UnstimC3, 64% of them expressed CD4; whereas, only 7.69% of CD94 (KLRD)^+^, the representative of UnstimC4 NKT cells, expressed CD4 (Supplementary Figure 5A). This result is consistent with a previous study showing that CD94 were nearly exclusively expressed by CD4^–^ human NKT cells (Lee et al., 2002). Post PMA/ionomycin stimulation, CD94^+^, the representative of StimC3, and the CD62L^+^, the representative of StimC4, NKT cells kept the similar trend of CD4 expression pattern (Supplementary Figure 5B). In addition, within the CD200^+^ NKT cells, another representative for StimC3, majority of them (71.7%) expressed CD4. Overall, our result indicated that UnstimC3 and StimC3 are composed of more CD4^+^ than CD4^–^ NKT cells. In consistent with previous reports, both CD4^+^ and CD4^–^ NKT cells produced IL4 and IFNγ, whereas relative higher frequencies of CD4^+^ NKT cells were in IL4 producing NKT cells than that in IFNγ producing NKT cells (Gumperz et al., 2002; Lee et al., 2002). As the signature genes of the StimC2-B NKT cells in StimC2, IL2 and OX40 (TNFRSF4) were confirmed to be expressed in stimulated NKT cells by flow cytometry. Within the IL2^+^ or OX40^+^ NKT cells, about 60-70% of them expressed CD4, indicating that this group of NKT cells are composed of more CD4^+^ than CD4^–^ NKT cells (Supplementary Figure 5B).

## Discussion

Murine RORγt^+^ IL-17 producing NKT (NKT17) cells from thymus and peripheral immune organs have been extensively studied but the prevalence and phenotype of their human counterparts is poorly understood. RORγt and interleukin-23 receptor (IL-23R) are ubiquitously expressed in both adaptive and innate IL17-producing immune cells including NKT cells (Gaffen et al., 2014). IL-23 is necessary for the terminal differentiation and inflammatory functions associated with T helper-17 cells (Th17). In mice, NKT17 cells are very scarce in peripheral circulation and the majority of NKT17 cells seem to be tissue resident cells that can be found in lung tissue and lymph nodes (Lynch et al., 2015). Mouse NKT 17 cells do not or only modestly recirculate but instead show long-term residence at peripheral tissues. Even though our unbiased scRNA-seq data analysis on human peripheral blood did not show a unique cluster of RORC expressing NKT cells, we did observe the RORC and/or IL23R expressing NKT cells distributed inside StimC1. The co-expression and strong positive correlation of RORC and IL23R in these cells highlighted the existence of NKT17 cells in peripheral blood even though no IL17 expression was observed. Given the requirement of proinflammatory environment for human NKT17 cell effector phenotype and function (Moreira-Teixeira et al., 2011), our data suggest that these NKT cells might represent a transitional phenotype of NKT17 cells, prior to migration into peripheral tissues, where they will further differentiate under influence of the local microenvironment and signaling cues.

Multiple reports have showed the direct cytotoxic effect of activated human NKT cells, such as direct antitumor cytotoxicity (Metelitsa et al., 2001), cytotoxicity toward Treg in allergic asthma development (Nguyen et al., 2008) and the cytolysis of the *Leishmania infantum* infected immature DCs (Campos-Martin et al., 2006). However, it remains unclear whether cytotoxicity is a common effector function of all activated NKT cells, or it belongs to a specific NKT population endowed with this specific effector function, and the related molecular mechanisms of the cytotoxic property. Our data clearly showed that a small group of peripheral blood NKT cells highly express genes related to cytotoxic function even at steady state and keeps the identity post activation, highlighting at least the existence of a subset of NKT cells that inherit the privilege of professional killer cells with direct and indirect cytotoxic properties. In addition to the canonical perforin/granzyme mediated cytotoxic effector function manifested by UnstimC3 and StimC3 NKT cells, our result does not eliminate other possible cytotoxic mechanisms performed by NKT cells, such as FAS/FASL dependent cytotoxic function (Wingender et al., 2010). The role of this cluster of NKT cells in different peripheral tissues and disease conditions remains to be explored in the future.

The strong influence on immune response of NKT cells of such a small population and a nearly monospecific TCR repertoire come from the contextual regulation of the multiple subsets and effector functions of NKT cells. In both humans and mice, NKT cells can be separated into CD4^+^ and CD4^–^ populations. The expression of CD4 on human NKT cells has been used as a useful predictor of CD4^+^ NKT cells with the potential to generate more Th2-type cytokines with relative suppressive phenotype, in contrast to proinflammatory CD4^–^ NKT cells (Gumperz et al., 2002; Lee et al., 2002). Through evaluating the co-expression of CD4 with cluster specific signature genes by flow cytometry, we concluded that the cytotoxic NKT cluster (UnstimC3 and StimC3) are almost exclusively CD4^–^, whereas the immature NKT cluster (UnstimC4 and StimC4), and regulatory StimC2-B showed relatively higher CD4 expression compared to total NKT population. These results support the overall anti-inflammatory versus pro-inflammatory identities on human peripheral blood NKT cell classified based on CD4 expression. Nevertheless, our study supplies a more delicate and comprehensive human NKT classifications which is transcriptome based, unbiased and function related. These cluster-specific signature genes supply extra markers other than CD4 and CD8 for more comprehensive and accurate human NKT cell classification.

Overall, using single-cell RNA sequencing and unbiased genomic classification followed by flow cytometry profiling, our study provides a general model for human peripheral blood NKT cell identity and heterogeneity. Our study reveals the presence of multiple specific NKT cell clusters including a cluster with specific cytotoxic capacity, a cluster with advanced proliferation and survival but immature phenotype, as well as an NKT sub-cluster with potential regulatory properties in steady state and stimulated peripheral blood NKT cells (Supplementary Table 4). Further functional confirmation and molecular mechanism exploration of the homeostasis and functional activities of these NKT subsets will eventually lead the way to tailored therapies that target selected NKT subsets.

## Data Availability Statement

The datasets generated for this study can be found in the NCBI Gene Expression Omnibus with the accession number GSE128243.

## Ethics Statement

The studies involving human participants were reviewed and approved by The Institutional Review Board at Henry Ford Health System. The patients/participants provided their written informed consent to participate in this study.

## Author Contributions

LZ and Q-SM conceived and designed the study. IA analyzed single-cell RNA sequencing data. JW performed NKT sorting and flow cytometry analysis. XW prepared single-cell cDNA library. ID performed single cell sequence processing with 10× Cell Ranger and Ingenuity Pathway Analysis; LZ, IA, and Q-SM wrote the manuscript, which was commented on by all authors.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Abbreviations

NKT: Natural killer T
PBMCs: Peripheral blood mononuclear cells
scRNA-seq: single-cell RNA sequencing.

# Supplementary material for: Single-Cell RNA-Seq Analysis Uncovers Distinct Functional Human NKT Cell Sub-Populations in Peripheral Blood
**Source:** Front Cell Dev Biol. 2020 May 26;8:384. doi: 10.3389/fcell.2020.00384
**Supplement:** Supplementary file 1

## Supplementary Materials for

### Single-cell RNA-seq reveals distinct functional human peripheral blood NKT cell sub-populations

Li Zhou\*, Indra Adrianto, Jie Wang, Xiaojun Wu, Indrani Datta, Qing-Sheng Mi\*

#### **This PDF file includes:**

**Supplementary Figure 1.** The canonical correlation analysis (CCA) to align three data sets of unstimulated- and stimulated-NKT cells.

**Supplementary Figure 2.** Other Cluster-specific genes in unstimulated and stimulated human NKT cells.

**Supplementary Figure 3.** RORC and IL23R co-expression and expression correlation analysis on stimC1 NKT cells. Supplementary

**Supplementary Figure 4.** Integrative analyses of stimulated vs. unstimulated human NKT cells.

**Supplementary Figure 5.** Flow cytometry analysis of cluster-specific signature molecules and CD4 co-expression in unstimulated and stimulated NKT cells.

**Supplementary Table 1.** The top 30 cluster discriminatory genes in unstimulated human NKT cells.

**Supplementary Table 2.** The top 30 cluster discriminatory genes in stimulated human NKT cells.

**Supplementary Table 3.** The subset discriminatory genes in Cluster2 of stimulated human NKT cells.

**Supplementary Table 4.** Summary of features of human NKT cell clusters

# Supplementary Figure 1

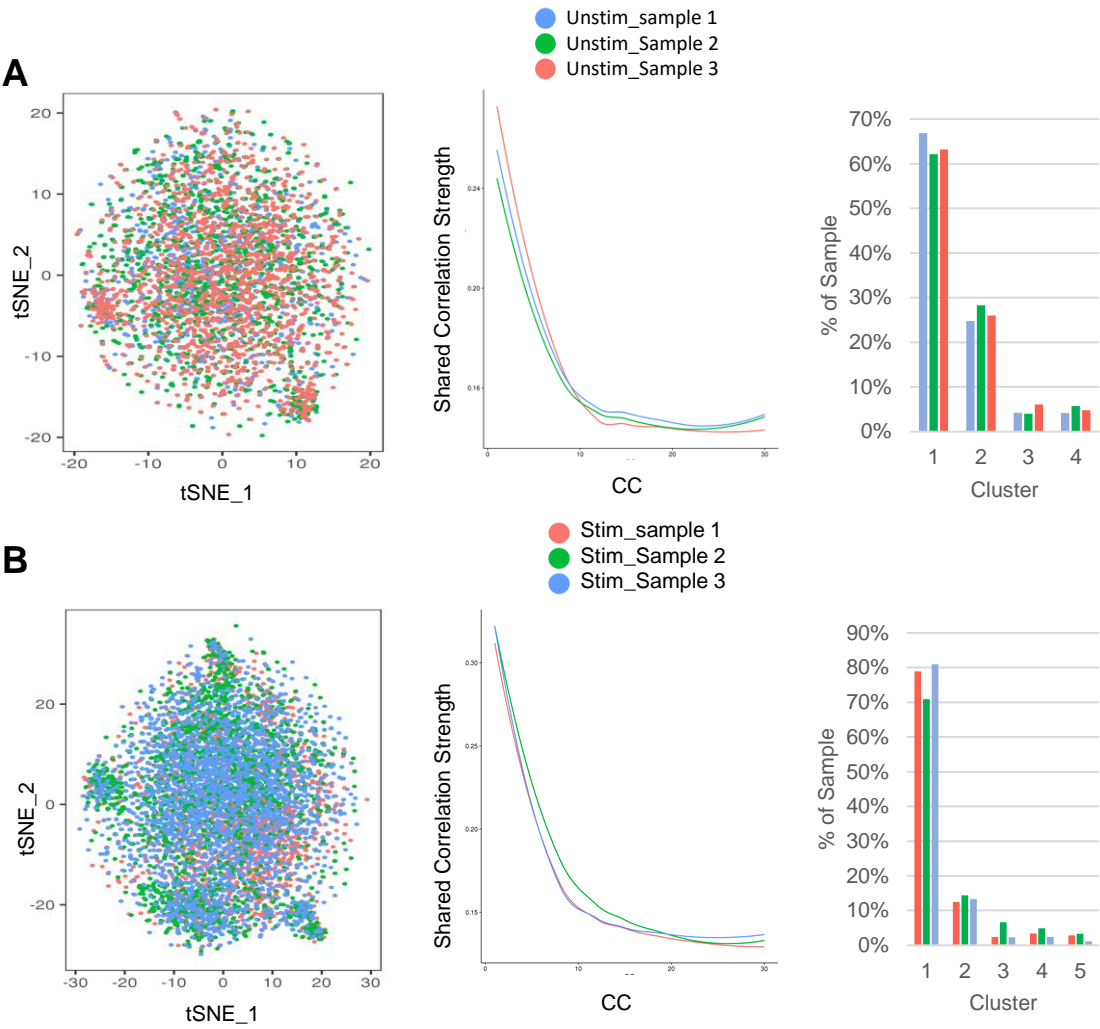

**Supplementary Figure 1. The canonical correlation analysis (CCA) to align three data sets of unstimulated- and stimulated-NKT cells.** The significance and variance of each data sets from unstimulated- (A) and stimulated-NKT cells (B) were evaluated and visualized using T-distributed stochastic neighbor embedding (t-SNE) plots (left panel), plotting eigenvalues in a scree plot (middle panel), and the percentage of each sample represented in each cluster indicating the clusters were evenly composed from the three individual samples (right panel).

# Supplementary Figure 2

**A**

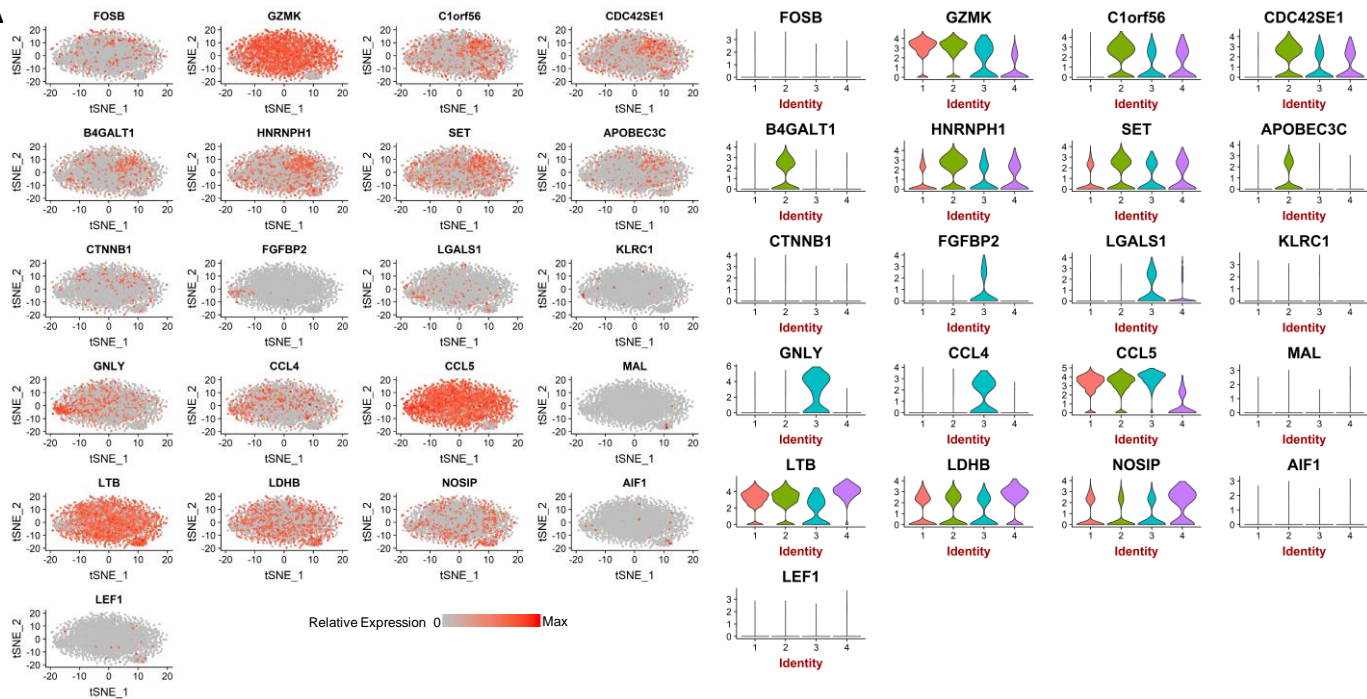

**B**

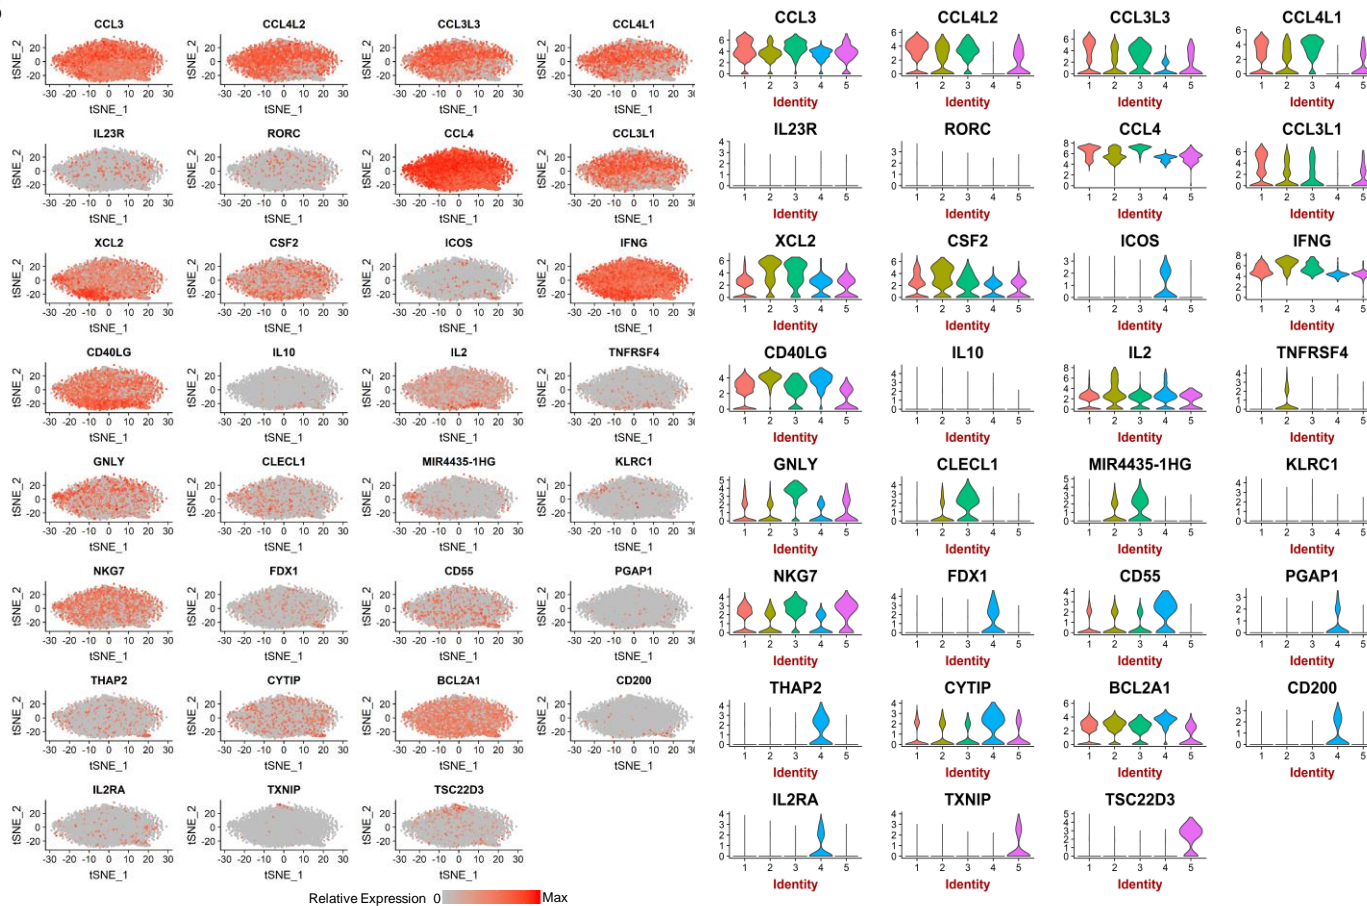

**Supplementary Figure 2. Other Cluster-specific genes in unstimulated and stimulated human NKT cells.** Feature t-SNE plots (left panels) and violin plots (right panels) of cluster-defining genes in unstimulated (A) and stimulated (B) human NKT cells.

## Supplementary Figure 3

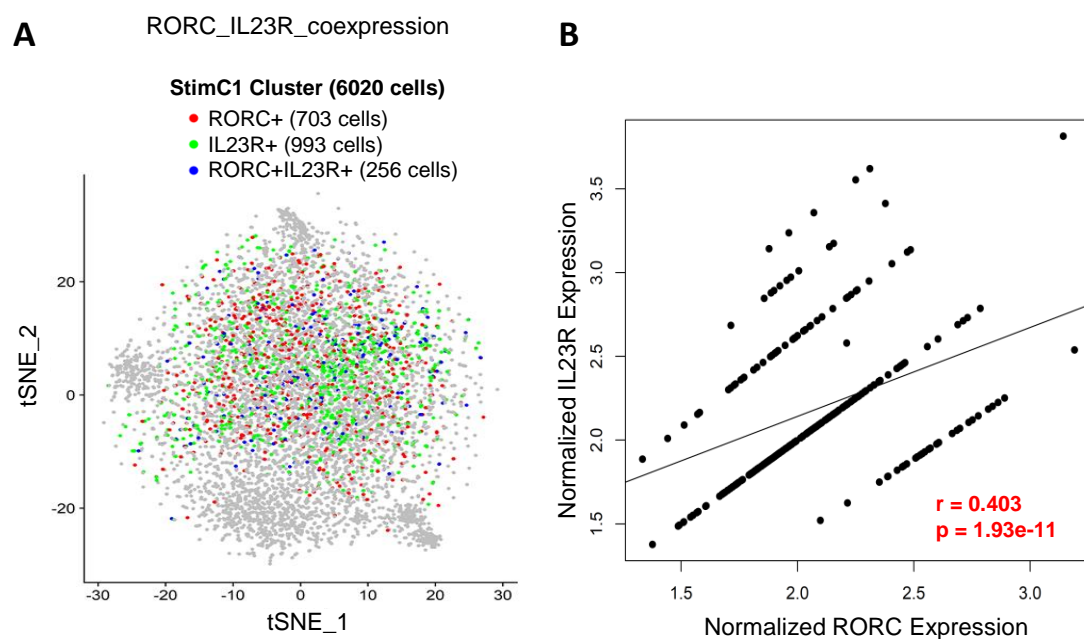

**Supplementary Figure 3. RORC and IL23R co-expression and expression correlation analysis on stimC1 NKT cells.** (A) t-SNE RORC/IL23R co-expression analysis on stimC1 NKT cells. (B) RORC/IL23R expression correlation analysis on stimC1 NKT cells expression both genes.

Supplementary Figure 4

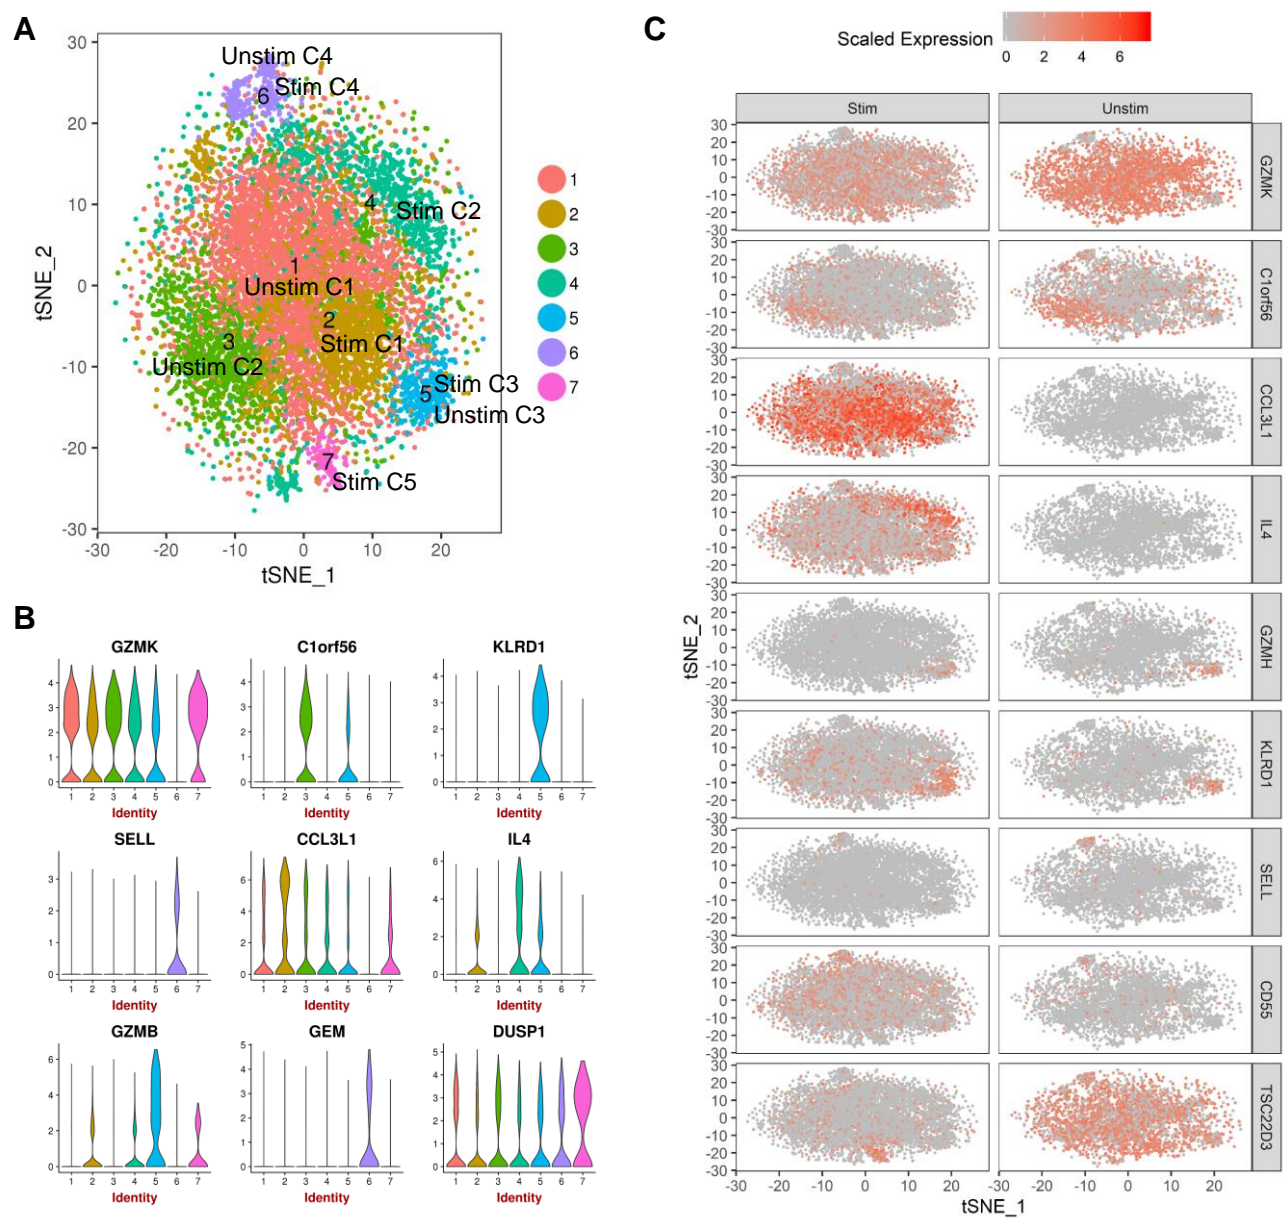

**Supplementary Figure 4. Integrative analyses of stimulated vs. unstimulated human NKT cells.** (A) Transcriptomic analysis on combined unstimulated and stimulated NKT cells was performed using 10X Genomics platform. t-SNE dimensionality reduction analysis identified 7 major clusters. (B) Violin plots depicting cluster-specific genes from unstimulated (GZMK, C1orf56, KLRD1, and SELL for unstimulated clusters 1, 2, 3, and 4, respectively) and stimulated (CCL3L1, IL4, GZMB, GEM and DUSP1 for stimulated clusters 1, 2, 3, 4 and 5, respectively) human NKT cells. (C) Feature plots comparing cluster-specific genes in stimulated and unstimulated NKT cells.

## Supplementary Figure 5

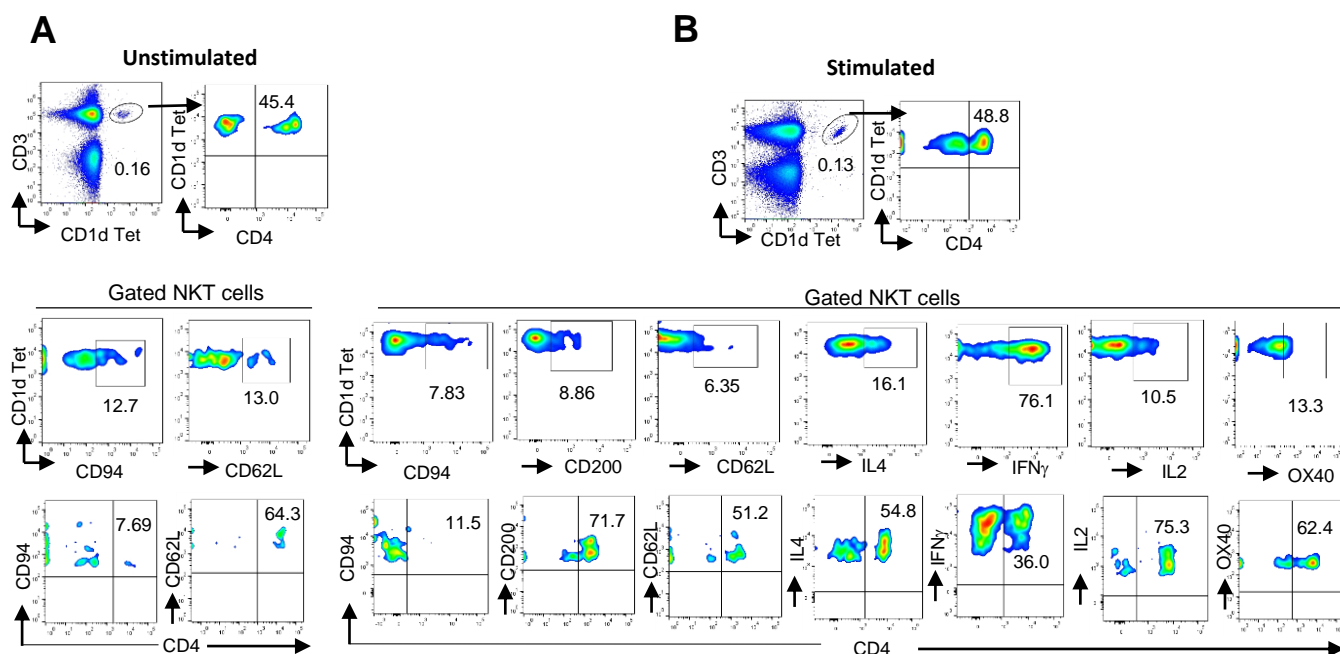

**Supplementary Figure 5. Flow cytometry analysis of cluster-specific signature molecules and CD4 co-expression in unstimulated and stimulated NKT cells.** (A) co-expression analysis of CD4 and unstimC3 (CD94), unstimC4 (CD62L) signature molecules in unstimulated human peripheral blood NKT cells. (B) co-expression analysis of CD4 and StimC3 (CD94), StimC4 (CD200, CD62L), StimC2 (IL4, IFN $\gamma$ ), StimC2\_subclus2 (IL2, OX40) signature molecules in human peripheral blood NKT cells stimulated with PMA/ionomycin.

**Supplementary Table 1. The top 30 cluster discriminative genes in unstimulated human NKT cells**

**Supplementary Table 2. The top 30 cluster discriminative genes in stimulated human NKT cells**

**Supplementary Table 3. The subset discriminative genes in Cluster2 of stimulated human NKT cells**

**Supplementary Table 4. Summary of features of human NKT cell clusters**

How the deposited data were processed for this re-analysis (not part of the article)

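The data are 6 libraries of single NKT cells sorted from human peripheral blood, 3 unstimulated and 3 stimulated with PMA/ionomycin for 2 h. According to the methods, the authors demultiplexed the reads, aligned them to the hg19 (GRCh37) reference, processed the barcodes and counted UMIs with Cell Ranger 2.0.1. The deposited values are counts of UMIs per gene and called cell, 1 library per file, which the authors neither normalized nor filtered beyond Cell Ranger's cell calling. The values were checked to be whole numbers, and the 14119 cells of the 6 libraries match the number in the methods. A library holds 2718040 to 6570152 UMIs, and the mean cell 1398 to 2309. At this depth most genes have no UMI in most cells, so single genes were compared on sums over cells, and shares of cells carry exact 95% intervals for counting error.

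The paper's filters kept cells with 300 to 1250 detected genes and at most 5% mitochondrial UMIs, and left out cells with XIST and a Y chromosome gene. The paper also removed ribosomal protein genes, non-coding rRNAs, HBB and genes seen in fewer than 3 cells, which were counted here within each condition. The removed genes hold 37.7 to 39.1% of the UMIs of an unstimulated and 26.6 to 30.1% of those of a stimulated library, so the order of removal and filtering matters. The paper's text does not give this order, and cells were filtered first.

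Kept cells were log-normalized to 10000 UMIs and clustered in Seurat 5.3.0 with R 4.3.3. The paper used an earlier version and gives neither the number of canonical components nor the resolution. Here 10 components, 2000 variable genes, 30 neighbors and the lowest resolution from 0.1 to 2 in steps of 0.05 that gave the paper's number of clusters were used. Cluster names need 3 of the 10 genes with the highest fold, among genes detected in at least 10% of the cluster's cells, in a list of Supplementary Tables 1 to 3. Genes under test were split in 2 sets, and each set was left out of the variable genes and of the naming in the clustering where it was tested. Near-identical copies and overlapping genes were not kept in the same set, and leaving them out together was added as an alternative after the values were seen. StimC3-like and UnstimC3-like cells were compared with each other in the clusterings with all genes. StimC3-like cells come from a resolution of 0.8, since no cluster took that name at the lower resolution. The sub-clusters of StimC2 come from the StimC2-like cells at 0.8, and the merged data from 6 clusters. These last choices departed from the plan, the sub-clusters after the planned ones had been seen.

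Tests between groups used library sums in edgeR 4.0.16 (quasi-likelihood, TMM, filterByExpr, limma 3.58.1), with Benjamini-Hochberg adjustment over all genes tested and, for the named genes, over their list alone as well. The threshold was 0.05, over all genes unless stated. Comparisons within a condition had the library as a block. Comparisons between conditions had none, since the labels do not say that replicate numbers stand for donors. The paper's own marker test treats cells as replicates and was not repeated. The tools were tested on simulated data with 200 changed genes. For stimulated against unstimulated libraries, edgeR recovered 176 of them with 8 false calls among 8797 genes, and DESeq2 1.42.0 recovered 163 with 8. For UnstimC4-like cells against the others, edgeR recovered 161 with 7 false calls among 6302 genes, and DESeq2 149 with 1. The simulation took the groups as given and drew every gene with the same extra spread. It does not cover classes found by clustering, sums of very few cells or genes that vary widely between libraries.

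Gene pairs were compared by Pearson's r over cells with both genes, against 1000 permutations of the second gene's counts within library and 10 bins of UMIs per cell. Shares of cells with CD4, CD8A, CD8B, IL17A, IL17F and IL22 count cells with at least 1 UMI. The summed UMIs of the UnstimC2 genes were compared by an exact sign-flip permutation test. Values were computed in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3.

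The genes named in the text follow a rule set in advance. It takes every gene the paper names for a cluster or sub-cluster, the genes of the pairs and of the detection shares, and the 5 largest rises and 5 largest falls between conditions. These rises and falls are ranked by log2 fold change among genes with an adjusted p under 0.05, a mean of at least 50 CPM in a condition and no overlap between conditions. Marker lists of B cells, monocytes, NK cells, platelets, naive conventional T cells and innate-like T cells, with the genes of the T cell receptor complex and heat shock genes, were used to test for other cell types and states. Results for some of the named genes and pairs are not reported here. Counts of named genes and pairs include them, and those of folds against the paper's and of values under the alternatives do not.

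The filters, tests, named genes and most alternatives were fixed before the data were examined. Alternatives for quality control were a minimum of 200 genes, a mitochondrial limit of 10%, no upper limit of genes, the cells with XIST and a Y chromosome gene kept, and filters after the gene removal. Alternatives for clustering were 20 components, 1000 variable genes, a resolution of 0.8, no alignment, all variable genes including those tested, and count splitting, which clusters on a random part of each cell's UMIs and tests on the rest. Alternatives for tests were DESeq2, no filter on low counts, the replicate block removed or added, each library left out in turn and cells thinned to 1000 UMIs. Thinning leaves out cells with fewer UMIs and kept 1487, 1275 and 1301 cells of unstimulated replicates 1, 2 and 3 and 2818, 2622 and 2463 of the stimulated ones. Alternatives for gene pairs and shares were raw UMI counts, thinned cells, all cells of the condition and all deposited cells. Doublets called automatically by Scrublet in scanpy 1.11.5 were to be left out as well, but the threshold was not stable over seeds in unstimulated replicate 1. There it called 1586, 34 and 27 cells, and few cells under each seed in the other libraries. In place of the automatic calls, cells at or above the percentile of 95 of their library's Scrublet scores were left out, 264 unstimulated (5.69%) and 694 stimulated cells (8.28%).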

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

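The comparison of the conditions and its ranking were planned, and the test of depth and the count over other splits of the libraries were chosen after the result was seen.

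CSF2 (ENSG00000164400, chromosome 5, 131409482 to 131411863) had 4898 ± 402 CPM in the stimulated libraries (SD, n = 3) and no UMI in the unstimulated libraries. EGR2 (ENSG00000122877, chromosome 10, 64571756 to 64578927) had 615 ± 143 CPM, also against no UMI. What singled them out is a signal far above the unstimulated libraries in genes that the paper's text does not discuss. CSF2 is in the paper's gene list of StimC2, and EGR2 appears in neither the text nor the supplement. Against a floor of 3 counts over the unstimulated group, CSF2 was at least 8159-fold higher and EGR2 at least 1024-fold higher. Their adjusted p values were 1.42e-09 and 4.01e-09 (edgeR), and each was higher in 3 of 3 stimulated libraries than in every unstimulated library. These 2 genes are among the 5 largest rises by the rule, with IL2, IFNG and CCL3L1.

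The unstimulated libraries hold fewer UMIs. At the stimulated level they would still hold 24478 UMIs of CSF2 and 3072 of EGR2, against none seen, which argues against depth as the cause. Of the 10 splits of the 6 libraries into 3 and 3, 1 gave as many genes past the threshold as the real split, the real one itself, and the other splits gave 0 by edgeR and 22 to 69 at an unadjusted p under 0.05, against 6228 for the real split (DESeq2 was not run on the splits). With 10 splits the share cannot go under 0.1. Each of the other splits mixes the conditions, which raises the spread within its groups, so its low count says little. The design offers the stimulation itself as a biological explanation, which stays a hypothesis.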

How the results depend on the processing

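The resolution for StimC3-like cells, the sub-clusters, the 6 merged clusters and the alternatives without the top Scrublet scores, with the StimC2-like cells at a resolution of 0.8, with 8 merged clusters and with copies left out together were chosen after the values were seen, and so were the tests by other splits and exchanges of the libraries, while the others were planned. An alternative gave 1265 values. Of these, 1144 kept their direction and their side of the threshold or, without a test, moved by less than the SD between libraries (for counts, by less than 1.5 times). Of the 993 values for single genes, 61 no longer passed the threshold, 17 passed it only under the alternative and 8 changed sign. Of the 272 values for shares, correlations and counts, 32 moved further and 3 changed sign. Where a value moved, the cause was not tested unless stated.

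The number of unstimulated cells that passed fell from 4636 to 2231 when the filters came after the gene removal, by construction. The removed genes count toward the 300, and their UMIs toward the total of which mitochondrial genes may hold 5%. Without them a cell has fewer genes and a higher mitochondrial share. The cells lost to each limit were not counted apart. The other numbers of cells and genes stayed within 1.5 times under the alternatives for quality control. The share of UnstimC1-like cells, 71.3%, was 74.2% with 20 components, 62.2% with 1000 variable genes, 68.8% with no alignment, 76.4% without the top Scrublet scores and 24.8% at a resolution of 0.8. That of UnstimC2-like cells, 21.3%, was 31.2% with 1000 variable genes, 16.8% without the top Scrublet scores and 33.9% at 0.8. With no alignment StimC1-like cells were 25.2% in place of 71.6%, StimC2-like cells 13.0% in place of 20.5% and StimC5-like cells 25.9% in place of 5.05%. At 0.8 StimC1-like cells were 49.8% and StimC2-like cells 16.7%. The share of StimC3-like cells, 4.75%, was 8.33% with 1000 variable genes. The shares of UnstimC3-like, UnstimC4-like and StimC4-like cells moved by less than their SD under all alternatives run, but that SD is large for UnstimC3-like cells, which were 0.753% without replicate 3. StimC5-like cells were 2.29% with 20 components and 3.20% without replicate 2.

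Of the 23 named genes tested in their unstimulated class, 19 passed the threshold, and 17 to 21 under each alternative. With 1000 variable genes only 20 of the 23 could be tested. Of the 40 tested in a stimulated class, 37 passed. Between 30 and 40 passed under each alternative but for the removal of the replicate block, with which 20 did. Both sums of a library share its depth and its donor's cells, and without the block 29 of 72 values for single genes in all classes no longer passed. The number of named genes apart between StimC2-A-like and StimC2-B-like cells, 10 of 12, was 0 by edgeR without the block (4 at an unadjusted p under 0.05), 7 by DESeq2 with the block, and 4 to 9 with a replicate left out, the lowest without replicate 3. When the sums of class and other cells were exchanged in 1 library, 3, 2 and 6 named genes passed in their class by edgeR (12, 12 and 16 at an unadjusted p under 0.05), against 56 (59) in the real arrangement. Between the sub-clusters, 0 passed under each exchange by edgeR (0, 1 and 0 at an unadjusted p), against 10 (12), and DESeq2 was not run on the exchanges. In both cases 1 of the 4 arrangements, the real one, gave as many genes, and with 4 arrangements the share cannot go under 0.25. An exchange sets 1 library against the others, which raises the spread, so its low count says little.

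None of the single genes that changed sign had passed the threshold by edgeR in the setting reported. The log2 fold change of FOSB in UnstimC1-like cells, 0.052, was -0.051 with no alignment and -0.24 to 0.27 with a replicate left out. That of CCL5 in UnstimC3-like cells, 0.30, ranged from -0.057 to 0.47 with a replicate left out, and that of XCL1 in StimC3-like cells, 0.18, from -0.040 to 0.37 in the same way. XCL1 passed the threshold with all variable genes (1.08), count splitting (0.79) and without the top Scrublet scores (1.37). The log2 fold change of PRF1 in StimC3-like cells, 0.037, was -0.10 with 20 components, -0.088 with 1000 variable genes, -0.086 with no filter on low counts and -0.083 to 0.093 with a replicate left out.

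Near-identical copies share reads, overlapping genes may do so, and in the settings above a partner of the tested gene could stay in its clustering. With such partners left out together, the 13 values kept their direction and their side of the threshold. The log2 fold change of XCL2 in StimC3-like cells was 0.61 in place of 1.04, that of CCL3 in StimC1-like cells 0.70 in place of 1.04 and that of CCL4L1 in StimC3-like cells 0.044 in place of 0.31. In 1 of the 2 sets no cluster took the names StimC1-like and StimC2-like, so CCL3L1, CCL4 and XCL1 in these classes gave no value. Count splitting, which tests on other UMIs than those clustered, gave them 1.65, 0.58 and 3.32, in place of 1.36, 0.56 and 3.03.

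Between the conditions, 3012 genes were higher and 2909 lower in the stimulated libraries, and these counts stayed within 1.5 times. DESeq2 called 2751 and 2493, and 5235 of the 5244 had been called in the same direction by edgeR. With a library left out there were 2796 to 2979 and 2541 to 2741, and with cells thinned to 1000 UMIs 2413 and 2337, where 7500 genes were tested in place of 9229. The replicate block gave 2916 and 2769. Between StimC3-like and UnstimC3-like cells, 540 genes were higher and 509 lower. With no filter on low counts 921 were higher and 269 lower, with 11243 genes tested in place of 1630. DESeq2 called 530 and 274, and the replicate block gave 509 and 470. With a library left out 451 to 671 genes were higher and 226 to 588 lower, both lowest without unstimulated replicate 3, which holds 135 of the 159 UnstimC3-like cells. Of the 10 splits of the 6 sums into 3 and 3, 1 gave as many genes, the real one. The other splits gave 0 by edgeR and 0 to 36 at an unadjusted p under 0.05, against 1099 (DESeq2 was not run on the splits), and the share cannot go under 0.1. These splits mix the conditions too, so their low counts say little. The replicate numbers do not show pairs in these data. The deviations of unstimulated and stimulated libraries with the same number from their group means correlated at -0.0516, 0.0369 and -0.104 over 2289 genes, and those of the other pairs at -0.0593 to 0.153.

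The correlation of KLRD1 with GZMB, 0.260, was 0.143 in thinned cells, 0.417 over all stimulated cells and 0.222 to 0.399 with a replicate left out, the highest without replicate 2. The value of IL2 with TNFRSF4, 0.327, was 0.166 in thinned cells. That of IL2 with IL10, 0.258, moved by less than its SD, with 0.0994 without replicate 2. IL2 with IFNG, at 0.0534, ranged from -0.0149 to 0.135 with a replicate left out, the lowest without replicate 2. IL2 with IL4, at 0.0335, was -0.00471 on raw counts, 0.191 over all stimulated cells and -0.0386 in the StimC2-like cells at a resolution of 0.8. Thinning leaves fewer UMIs per cell by construction, and with it the share of unstimulated cells with CD8B was 0.0998% in place of 0.380% and that of stimulated cells with CD4 0.234% in place of 0.539%. The other shares of cells with these genes moved by less than their SD, and those of unstimulated cells with IL17A, IL17F and IL22 were 0 under the alternatives run. In the merged data, 85.7% of UnstimC3-like cells were with most StimC3-like cells and 82.0% of UnstimC4-like cells with most StimC4-like cells. With no alignment both shares were 0, and with 20 components the second was 87.6%. The difference of the UnstimC2 genes between StimC1-like and StimC2-like cells stayed positive under the alternatives run, at 3.79 to 4.39 UMIs per 10000 with a replicate left out.

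The automatic Scrublet calls were not run as an alternative. With no alignment neither the clustering with all genes nor that without the set of GZMB, KLRC1, KLRD1, PRF1 and XCL1 gave a StimC3-like cluster, so there is no share and these 5 of 41 genes were not tested. With 1000 variable genes 3 of 23 genes in unstimulated classes (CDC42, CDC42SE1 and PRDM1) and 3 of 41 in stimulated classes (CD200 and GEM among them) gave no value, since no cluster took the name without them. Depth limits the classes of few cells the most: with 159 UnstimC3-like cells, 1630 genes had counts enough for the test against StimC3-like cells, and 9229 for that between the conditions.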

Differences from the paper's values

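The resolution for StimC3-like cells, the StimC2-like cells at a resolution of 0.8 with the sub-clusters drawn from them, the 6 merged clusters and the alternative without the top Scrublet scores were chosen after the values were seen, and the other settings were fixed before the data were examined. The paper's correlations were read by eye from its figures.

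For KLRD1 and GZMB in StimC3-like cells the correlation was 0.260, against the paper's about 0.11 in Fig. 3G, read by eye. The values on raw UMI counts (0.174) and in thinned cells (0.143) do not differ from it by more than the SD between libraries, while those over all stimulated cells and without replicate 1, 2 or 3 do. For IL2 and IFNG in StimC2-like cells it was 0.0534, against the paper's about -0.09 in Fig. 4D, read by eye. Without replicate 2 (-0.0149) the values do not differ, while on raw counts, in thinned cells, over all stimulated cells and without replicate 1 or 3 they do. In the StimC2-like cells at a resolution of 0.8, chosen after seeing the values, it was 0.00855, within the SD between libraries of the paper's but of the other sign. The value of IL2 with IL4 was 0.0335, against the paper's about -0.14 in Fig. 4D, read by eye, and the values differ under all 6 alternatives set before the data were examined. In the StimC2-like cells at 0.8 it had the paper's sign (-0.0386) but was still apart.

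The folds of Supplementary Tables 1 to 3 match in scale the natural log of the ratio of mean normalized values, each plus 1, so values here are on that scale, with each gene left out of the clustering in which it was measured. Of 71 folds compared, 38 were apart from the paper's by more than the SD between libraries, and 37 of these were below the paper's. The alternatives were each replicate left out, 20 components, 1000 variable genes, a resolution of 0.8, no alignment and all variable genes, as far as the class was found, and for the sub-clusters each replicate left out and all variable genes. Of the 38 folds, 23 were apart under each of their alternatives and 15 came within the SD of the paper's under at least 1, which is called within reach in what follows.

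In UnstimC1-like cells FOSB had -0.043 (the paper's 0.275), within reach without replicate 1 (1 of 8 alternatives). GZMK had 0.451 (the paper's 0.267), within reach with a resolution of 0.8 (1 of 8 alternatives).

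In UnstimC2-like cells the fold was 0.741 for B4GALT1 (the paper's 1.179), apart under each of 8 alternatives. CDC42SE1 had 1.099 (the paper's 1.217), within reach with a resolution of 0.8 and all variable genes (2 of 7 alternatives).

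In StimC1-like cells the folds were 0.887 for CCL3L1 (the paper's 1.225) and 0.476 for CCL4L2 (the paper's 0.705), apart under each of 8 alternatives. IL23R had 0.612 (the paper's 0.697), within reach with all variable genes (1 of 8 alternatives).

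In StimC2-like cells the folds were 0.838 for IFNG (the paper's 1.02), 0.769 for IL10 (the paper's 1.077), 1.247 for IL13 (the paper's 1.815) and 1.495 for IL2 (the paper's 1.975), apart under each of 8 alternatives. IL4 had 2.029 (the paper's 2.433), within reach with all variable genes (1 of 8 alternatives). XCL1 had 1.964 (the paper's 2.095), within reach with all variable genes (1 of 8 alternatives).

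In StimC3-like cells the fold was 1.710 for GZMB (the paper's 2.815), apart under each of 6 alternatives. The folds were 0.594 for GZMH (the paper's 1.197) and 0.327 for NKG7 (the paper's 0.75), apart under each of 7 alternatives. CCL4L1 had 0.241 (the paper's 0.463), within reach with 1000 variable genes and all variable genes and without replicate 3 (3 of 7 alternatives). KLRC1 had 0.552 (the paper's 1.273), within reach without replicate 1 or 3 (2 of 6 alternatives). KLRD1 had 0.878 (the paper's 1.903), within reach with all variable genes (1 of 6 alternatives). XCL1 had 0.202 (the paper's 0.551), within reach with 20 components, 1000 variable genes and all variable genes and without replicate 3 (4 of 6 alternatives). XCL2 had 0.668 (the paper's 1.011), within reach with all variable genes and without replicate 1 (2 of 7 alternatives).

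In StimC4-like cells CD200 had 1.395 (the paper's 1.511), within reach with no alignment and all variable genes (2 of 7 alternatives).

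In StimC5-like cells the folds were 1.506 for DUSP1 (the paper's 2.057) and 0.639 for HSP90AA1 (the paper's 0.985), apart under each of 8 alternatives. DNAJB1 had 1.759 (the paper's 2.201), within reach with 20 components, 1000 variable genes, no alignment and all variable genes and without replicate 2 (5 of 8 alternatives). FOSB had 0.729 (the paper's 0.927), within reach with all variable genes and without replicate 2 (2 of 8 alternatives). TXNIP had 1.004 (the paper's 1.619), within reach with no alignment (1 of 8 alternatives).

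In StimC2-A-like cells the folds were 0.568 for IFNG (the paper's 0.993), 0.848 for IL13 (the paper's 2.187), 0.304 for IL4 (the paper's 1.819) and 0.348 for XCL1 (the paper's 1.323), apart under each of 4 alternatives. The fold was 0.306 for XCL2 (the paper's 1.649), apart under each of 4 alternatives.

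In StimC2-B-like cells the folds were 0.222 for ICOS (the paper's 0.763), 0.553 for IL10 (the paper's 1.625), 0.584 for IL2 (the paper's 1.946) and 0.486 for ITGB1 (the paper's 1.099), apart under each of 4 alternatives. The folds were 0.300 for S100A4 (the paper's 0.508) and 0.446 for TNFRSF4 (the paper's 1.39), apart under each of 4 alternatives.

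The remaining differences are with statements. The paper states that the effector cytokines of NKT17 cells were not detected, and here 83 stimulated cells had IL17A and 25 had IL22. It states that CD4 and CD8 were not detectable in any cluster, and here CD4, CD8A and CD8B were seen in 49, 131 and 18 unstimulated and 45, 441 and 9 stimulated cells. The paper names low capture and dropout as a possible cause, and its flow cytometry found CD4 protein on a part of the cells. The legend of Supplementary Fig. 1 describes the clusters as evenly composed of the libraries, and here UnstimC3-like cells were 0.528 to 9.08% of a library.

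The paper names PRF1, XCL1 and CCL4L1 as higher in StimC3, and here none of them passed the threshold by edgeR against the other stimulated cells. Against UnstimC3-like cells, in the clusterings with all genes, all 3 passed in the settings run (log2 fold changes 0.87, 11.37 and 8.76). What follows is against the other cells of the condition. XCL1 passed with all variable genes (log2 fold change 1.08) and count splitting (0.79), and CCL4L1 with 1000 variable genes (0.49) and all variable genes (0.61). Without the top Scrublet scores, chosen after seeing the values, both passed (1.37 and 0.55). PRF1 passed under no setting of this comparison when adjusted over all genes. PRF1 is also in the paper's gene list of StimC1, the largest class among the other stimulated cells. FGFBP2, named for the cytotoxic cells of both conditions, had too few counts to be tested in StimC3-like cells. In the settings where it could be tested it had log2 fold changes of 2.91 (no alignment), 3.87 (all variable genes), 3.52 (no filter on low counts) and 3.66 (without replicate 1). The paper names FOSB for UnstimC1 and NKG7, CCL4 and CCL5 for UnstimC3, and here they did not pass. NKG7 passed by DESeq2 (0.94). CCL4 passed with 1000 variable genes (1.38), at a resolution of 0.8 (1.22), with no alignment (1.24), with all variable genes (1.45), by DESeq2 (1.39), with no block (1.38) and without replicate 2 (1.10). It also passed without the top Scrublet scores (1.29), chosen after seeing the values. FOSB and CCL5 passed under no setting run when adjusted over all genes.

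Adjusted over the list of named genes alone, NKG7 (adjusted p = 0.0137), CCL4 (0.000962) and CCL4L1 (0.0175) passed by edgeR. XCL1 then also passed with 20 components (0.0118), with 1000 variable genes (0.00204) and without replicate 3 (0.0333), PRF1 with all variable genes (0.00473) and, chosen after seeing the values, without the top Scrublet scores (0.0360), and CCL5 by DESeq2 (0.0367). FOSB did not pass under any setting run.

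The paper divides StimC2 into an effector and a regulatory sub-cluster, and the planned clustering of the StimC2-like cells instead split off 197 cells with GZMB, KLRD1 and GNLY among their top genes. Sub-clusters with the paper's genes came from the StimC2-like cells at a resolution of 0.8, chosen after seeing the values. In these, ICOS and IL2RA, which the paper names for the regulatory sub-cluster, did not pass (log2 fold changes of A over B -0.51 and -0.45). Both passed with all variable genes (-0.76 and -0.88), and when adjusted over the list alone (adjusted p = 0.0493 and 0.0491, edgeR).

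The paper names CD200 as the top gene of StimC4, and here GEM, MT2A and FDX1 rank ahead of it by fold in the clustering with all genes. By edgeR's log2 fold change, with each gene left out of its clustering, CD200 was instead ahead of GEM and MT2A. It describes the UnstimC2 genes as without preference for StimC1 or StimC2, and here their sum was higher in StimC1-like cells of 3 of 3 libraries, by 4.02 ± 0.649 UMIs per 10000 (SD, n = 3). The paper's merged data form 7 clusters, and here the resolutions tried gave 6 and 8 but not 7, while with 20 components there were 7.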

Other observations

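The tests of depth for the UnstimC2 genes and for the shares of UnstimC3-like cells and those of MALAT1 UMIs per cell and of free RNA were chosen after the result was seen, and the other tests were planned. The marker lists give summed levels in a class against the other cells of its condition (mean ± SD of CPM over all genes, n = 3 libraries). No label gives a biological variable within a condition, so no biological explanation was tested for the patterns within a condition.

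UnstimC4-like cells carry LEF1 and CCR7, which naive conventional T cells carry too. The list of naive conventional T cells was at 1127 ± 214 against 199.95 ± 13.7 CPM, a ratio of 5.64. Of its 12 genes, 7, CCR7 and LEF1 among them, are in the paper's list of UnstimC4 and were picked from these libraries. Of the rest, ACTN1 was at 55.8 ± 11.9 against 3.43 ± 0.875 CPM, TCF7 and SATB1 had ratios of 1.35 and 1.53, and LRRN3 and NOG had 6 and 1 UMIs in the class. The list of innate-like T cells, 10 of whose 12 genes are in the files, had a ratio of 0.303, with KLRB1 at 1162 ± 289.6 against 4061 ± 329 CPM and DUSP2 at 322 ± 116 against 1039 ± 262 CPM. ZBTB16 went the other way, at 93.9 ± 13.1 against 42.4 ± 14.9 CPM and higher in 3 of 3 libraries, a ratio of 2.21. This argues against naive conventional T cells as the whole of the class, since they would lack ZBTB16, while such cells may still form a part of it. CD79A is a B cell gene, but B cells or doublets with them would bring their other abundant transcripts. The B cell list, 7 of whose 10 genes are in the files, was lower in the class, with a ratio of 0.624, and CD74, its most abundant gene, was at 206 ± 66.1 against 354 ± 3.28 CPM. This argues against B cells. The NKT cells express CD74 and CD79B as well. The platelet list had no UMI in UnstimC4-like or UnstimC3-like cells.

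UnstimC3-like cells carry genes that NK cells share. The NK cell list was higher, with a ratio of 2.70, mostly through TYROBP, at 694 ± 378 against 252 ± 102 CPM, while FCER1G, SH2D1B, KIR2DL1 and KIR3DL1 had no UMI in the class. NK cells would lack the CD3 genes. The list of the T cell receptor complex was higher than in the other cells, with a ratio of 1.47, and CD3D was at 1548 ± 80.0 against 1106 ± 90.1 CPM. This argues against NK cells as the source of the class. It does not bear on conventional T cells with cytotoxic genes, which carry CD3 as well. The list of innate-like T cells was lower in the class, at 2777 ± 499 against 5238 ± 486 CPM. Its ratio was 0.530, and it was higher in 0 of 3 libraries. Conventional cytotoxic T cells as a part of the class were not tested and stay open. The monocyte list was at 132 ± 12.4 against 29.9 ± 7.92 CPM, a ratio of 4.40. It rests on FCGR3A, which the NK cell list holds too, with 18 UMIs, and on CST3 with 12, each higher in 2 of 3 libraries, while LYZ and S100A8 had no UMI. The class takes unequal shares of the libraries. With cells thinned to 1000 UMIs, 0.403% (0.148 to 0.876%), 0.314% (0.0855 to 0.801%) and 4.61% (3.54 to 5.90%) of the cells of replicates 1, 2 and 3 had at least 2 of GZMH, GZMB, FGFBP2 and KLRD1 (exact 95% intervals). Replicate 3 stays highest although its cells hold the fewest UMIs (median 1525.5), which argues against depth as the cause. A difference between donors or libraries stays open, and the labels do not separate them.

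UnstimC2-like cells hold fewer UMIs than the others. Depth alone does not account for C1orf56 and CDC42SE1, since fewer UMIs would lower detection. With all UMIs C1orf56 was seen in 64.1 ± 2.05% of 842 UnstimC2-like and 32.3 ± 3.76% of other cells. With cells thinned to 1000 UMIs, which leaves out the shallower cells and keeps 343 of the 842, it was seen in 52.5 ± 3.20% of UnstimC2-like and 20.9 ± 1.70% of other cells, a difference of 31.6 ± 4.57 percentage points. For CDC42SE1 it was 52.3 ± 2.95 against 19.1 ± 2.37% of thinned cells. Other genes were not tested this way. With all UMIs CDC42 and CDC42SE2 were seen in fewer UnstimC2-like than other cells, and B4GALT1 and PRDM1 in more. A candidate explanation is loss of cytoplasmic RNA, which would leave more nuclear RNA. MALAT1 took 9.26 ± 0.580% of the UMIs in the class and 7.33 ± 0.316% in the others, a difference of 1.94 ± 0.306 percentage points. The difference in ribosomal protein genes and other removed genes was small, -0.518 ± 0.359 percentage points, negative in 3 of 3 libraries, and that in mitochondrial genes was -0.102 ± 0.0554. These shares moved in the direction it predicts. But MALAT1 UMIs per cell were fewer too, 97.6 ± 9.58 against 142 ± 23.6, a difference of -44.9 ± 19.3 and lower in 3 of 3 libraries. This argues against loss of cytoplasmic RNA as the whole cause of the fewer UMIs. A part in it and a regulated state with less RNA per cell stay open. C1orf56 and CDC42SE1 overlap on opposite strands. Their counts correlated in UnstimC2-like cells at 0.219, against a highest permuted value of 0.147, and pairs of UnstimC2 genes that do not overlap at 0.0570 to 0.147. In the other unstimulated cells the values were 0.555, and 0.266 to 0.392 for the other pairs. Reads taken on the wrong strand may add to their correlation, which was not tested, and joint regulation, which the other pairs show as well, stays open.

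StimC5-like cells carry TXNIP and TSC22D3, which fell with stimulation. DUSP1 was at 597 ± 21.5 CPM in StimC5-like, 75.2 ± 32.2 in the other stimulated and 1353 ± 442 in the unstimulated cells. Its level in the class thus lay between those of the other groups. FOS lay above both, at 2442 ± 598, 425 ± 309 and 715 ± 253 CPM in the same order. IFNG, which rose with stimulation, was at 7741 ± 518, 28385 ± 2646 and 2.17 ± 0.332 CPM. The 2175 genes that rose between the conditions took 28.2 ± 1.64% of the UMIs in StimC5-like cells, 31.7 ± 1.98% in the other stimulated and 14.2 ± 0.421% in the unstimulated cells. The 2130 genes that fell took 3.93 ± 0.475%, 1.58 ± 0.142% and 10.7 ± 0.1996%. This argues against cells that did not respond at all as the whole class, while a partial response, or some such cells, may account for it. Cells without a response would not carry heat shock genes above unstimulated cells. HSPA1A was at 329.8 ± 174 CPM in StimC5-like, 5.48 ± 0.443 in the other stimulated and 10.6 ± 0.875 in the unstimulated cells, and the heat shock list (HSPA1A, HSPA1B and DNAJB1, all named by the paper for StimC5) was at 1346 ± 644 against 54.8 ± 5.08 CPM, a ratio of 24.6. These genes speak only for the cells that carry them: HSPA1A was seen in 7.99 ± 3.33%, HSPA1B in 8.95 ± 6.57% and DNAJB1 in 31.1 ± 10.5% of StimC5-like cells. Stress during handling was not tested apart from the stimulation.

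Log-normalized values of 2 genes in a cell share its UMI total as denominator, so depth alone may give a correlation. For IL2 with IL10 and with TNFRSF4, the lower of both values, 0.258, lay above the central 95% of the permuted values, and 1 of 1000 permutations reached it. This argues against depth as the whole cause, but for IL10 it rests on replicate 2, without which r was 0.0994. With IFNG and IL4, r was 0.0534 and 0.0335, within the permuted values, but on raw UMI counts it was 0.0897 and -0.00471, below permuted values of 0.0927 to 0.207 and -0.000748 to 0.135. The result depends on the scale, so depth stays open there.

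IL17A and IL22 were seen in few stimulated cells, and CD4, CD8A and CD8B in few cells of both conditions. Free RNA is a candidate source. It would put the UMIs in about as many cells as when they are dealt at random over the cells of a library, in proportion to the cells' UMIs (1000 dealings). IL17A was seen in 83 and IL22 in 25 cells, against at least 307 and 118 when dealt. Without the cell with the most, which held 179 and 54 UMIs, it was 82 against at least 146 and 24 against at least 66. This argues against free RNA as the whole source. It rests on 8 and 6 cells with more than 1 UMI, and free RNA may account for the cells with 1. CD4 was seen in 49 unstimulated and 45 stimulated cells, CD8A in 131 unstimulated and CD8B in 9 stimulated cells. These numbers lie within those dealt, which free RNA and low expression would both give. The paper's flow cytometry found CD4 protein on a part of the NKT cells, so some of them express the gene. It does not tell which of the UMIs came from free RNA. The dealing does not use the classes. Free RNA alone would not favor a class at equal depth. CD4 was seen more often in UnstimC4-like cells and CD8A in UnstimC3-like cells, as given above. These shares rest on 8 and 18 cells with the gene, too few to decide the question. CD8A was seen in 441 stimulated and CD8B in 18 unstimulated cells, against at least 464 and 19 when dealt. Free RNA spread unevenly over droplets may leave so small a gap, so it stays open there.

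The largest falls with stimulation by the rule for named genes were CD79B, TXNIP, FBXL15, PNKD and ING4, with levels given for stimulated against unstimulated libraries. CD79B (ENSG00000007312, chromosome 17, 62006098 to 62009696) was at 0.180 ± 0.312 against 96.4 ± 19.5 CPM, with 2 UMIs in the stimulated libraries, both in replicate 1, a pooled unstimulated to stimulated ratio of 591 (exact 95% counting interval 163 to 4897). Its fitted log2 fold change, -7.84, was -10.41 without stimulated replicate 1, where no stimulated UMI is left and the fitted value is no bound. TXNIP was at 17.7 ± 8.77 against 1359 ± 122 CPM (log2 fold change -5.18, adjusted p = 2.91e-08, edgeR). As above, the fit uses TMM scaling, which the CPM do not. FBXL15 (ENSG00000107872, chromosome 10, 104178946 to 104182893), PNKD (ENSG00000127838, chromosome 2, 219134374 to 219211516) and ING4 (ENSG00000111653, chromosome 12, 6759467 to 6772308) had log2 fold changes of -3.71, -3.62 and -3.59 (adjusted p = 8.33e-07, 1.64e-07 and 1.16e-07, edgeR). Each was lower in 3 of 3 stimulated libraries than in every unstimulated library.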
